# DNA Methylation Restricts Lineage-specific Functions of Transcription Factor Gata4 during Embryonic Stem Cell Differentiation

**DOI:** 10.1371/journal.pgen.1003574

**Published:** 2013-06-27

**Authors:** Masaaki Oda, Yuichi Kumaki, Masaki Shigeta, Lars Martin Jakt, Chisa Matsuoka, Akiko Yamagiwa, Hitoshi Niwa, Masaki Okano

## Abstract

DNA methylation changes dynamically during development and is essential for embryogenesis in mammals. However, how DNA methylation affects developmental gene expression and cell differentiation remains elusive. During embryogenesis, many key transcription factors are used repeatedly, triggering different outcomes depending on the cell type and developmental stage. Here, we report that DNA methylation modulates transcription-factor output in the context of cell differentiation. Using a drug-inducible Gata4 system and a mouse embryonic stem (ES) cell model of mesoderm differentiation, we examined the cellular response to Gata4 in ES and mesoderm cells. The activation of Gata4 in ES cells is known to drive their differentiation to endoderm. We show that the differentiation of wild-type ES cells into mesoderm blocks their Gata4-induced endoderm differentiation, while mesoderm cells derived from ES cells that are deficient in the DNA methyltransferases Dnmt3a and Dnmt3b can retain their response to Gata4, allowing lineage conversion from mesoderm cells to endoderm. Transcriptome analysis of the cells' response to Gata4 over time revealed groups of endoderm and mesoderm developmental genes whose expression was induced by Gata4 only when DNA methylation was lost, suggesting that DNA methylation restricts the ability of these genes to respond to Gata4, rather than controlling their transcription *per se*. Gata4-binding-site profiles and DNA methylation analyses suggested that DNA methylation modulates the Gata4 response through diverse mechanisms. Our data indicate that epigenetic regulation by DNA methylation functions as a heritable safeguard to prevent transcription factors from activating inappropriate downstream genes, thereby contributing to the restriction of the differentiation potential of somatic cells.

## Author Summary

Animal bodies are constructed from many different specialized cell types that are generated during embryogenesis from a single fertilized egg, and acquire their specific characteristics through a series of differentiation steps. After being committed to a specific cell type, it is generally difficult for differentiated cells to convert to other cell types, at least partly because the cells maintain some memory or mark of their developmental history. Such cellular memory is mediated by “epigenetic” mechanisms, which function to stabilize the cell state. DNA methylation, a chemical modification of genomic cytosine residues, is one such mechanism. Genomic DNA methylation patterns in early embryonic cells are established in a cell-type-dependent manner, and these specific patterns are propagated through cell divisions in a clonal manner. However, our understanding of how DNA methylation controls cell differentiation and developmental gene regulation is limited. In this study, using an *in vitro* model of differentiation, we obtained evidence that DNA methylation modulates the cell's response to DNA-binding transcription factors in a cell-type-dependent manner. These findings extend our understanding of how cellular traits are stabilized within specific lineages during development, and may contribute to advances in cellular engineering.

## Introduction

Development is based on a series of cell-fate decisions and commitments. Transcription factors and epigenetic mechanisms coordinately regulate these processes [1], [2]. Transcription factors play dominant roles in instructing lineage determination and cell reprogramming [3], [4]. Transcription factor and co-factor networks regulate cell-specific gene programs, allowing a given transcription factor to be used repeatedly in different cellular and developmental contexts [5]. In addition, epigenetic mechanisms, which establish and maintain cell-specific chromatin states (or epigenomes) during differentiation and development [6], modulate the functions of transcription factors in cell-type-dependent manners [7], [8]. Alterations of chromatin states can increase the efficiency of transcription factor-induced cell reprogramming [9], [10] and lineage conversion *in vivo* [11], [12]. However, how epigenetic mechanisms and transcription factor networks coordinately regulate cell differentiation remains elusive.

DNA methylation at cytosine-guanine (CpG) sites is a heritable genome-marking mechanism for epigenetic regulation, modulating gene expression through chromatin regulation [13]. Genome-wide DNA methylation profiles have revealed that the methylated CpG in the mammalian genome is specifically distributed in a cell-type-dependent manner [14]–[16], and the methylated CpG sites are dynamically reprogrammed during embryogenesis and gametogenesis [17]–[19]. The DNA methylation profile is established and maintained by three DNA methyltransferases (DNMTs), Dnmt1, Dnmt3a, and Dnmt3b [20], together with DNA demethylation mechanisms [21]. Dnmt1 is required for the maintenance of DNA methylation profiles, whereas Dnmt3a and Dnmt3b are required to establish them. The inactivation of Dnmt1 or both Dnmt3a and Dnmt3b in mice leads to early embryonic lethality, showing that DNA methylation has essential roles in mammalian embryogenesis [22]–[24]. DNA methylation is involved in various cell-differentiation processes, and several studies have identified the underlying mechanisms for specific cases [25]–[29]. However, the roles of DNA methylation in differentiation and development remain largely unexplored.

The evolutionarily conserved zinc-finger transcription factor GATA family controls tissue-specific gene expression and cell-fate determination in many cell types [30]. Gata4 is broadly expressed in endoderm- and mesoderm-derived tissues as well as in pre-implantation embryos. Gata4 functions in endoderm formation, cardiac morphogenesis, the establishment of regional identities in the small intestine, and tissue-specific gene expression in the liver and osteoblasts [31]–[36]. Even though Gata4 has a broad expression profile, it still has cell-specific functions, which are determined largely by transcription factor and co-factor networks. Unique interactions with cardiogenic transcription factors and co-factors allow Gata4 to regulate cardiac gene expression specifically in cardiac progenitor cells and their derivatives [37]. In contrast, the overexpression of Gata4 alone causes mouse ES cells to differentiate into extra-embryonic primitive endoderm cells [38], indicating that Gata4 functions as a master regulatory transcription factor for endoderm specification in ES cells. It is likely that Gata4 is unable to activate a cardiac gene program in ES cells, because of the lack of cardiac transcription factors and co-factors. However, it remains unclear how the endoderm-instructive function of Gata4 is suppressed in non-endoderm tissues, such as mesoderm. Epigenetic mechanisms such as DNA methylation may modulate the cell-specific functions of Gata4.

Here, we have established an *in vitro* experimental system to test the downstream output of Gata4 in two defined cell types, ES and mesoderm progenitor cells, using a drug-inducible Gata4 and an ES-cell differentiation protocol. Using this experimental system, we examined the effect of DNA methylation on Gata4-induced endoderm differentiation and developmental gene regulation during mesoderm-lineage commitment. Our findings suggest that DNA methylation restricts the endoderm-differentiation potential in mesoderm cells and controls the responsiveness of developmental genes to Gata4.

## Results

### Suppression of the Endoderm-Instructive Function of Gata4 in ES-Cells after Differentiation

To explore the role of DNA methylation in the context-dependent function of transcription factors, we focused on Gata4 as a model. Gata4 instructs the primitive endoderm fate in ES cells [38], while it regulates various endoderm and mesoderm tissue-specific genes in somatic cells [30]. In this study, we took advantage of a drug-inducible Gata4 construct where the Gata4 coding region is fused with the ligand-binding domain of the human glucocorticoid receptor (Gata4GR) [39]. The activation of Gata4GR by adding dexamethasone (Dex), a glucocorticoid receptor ligand, drove the differentiation of wild-type (WT) ES cells into the primitive endoderm lineage, in which all the cells were positive for the primitive endoderm marker Dab2 (Figure S1A–S1D, LIF(+) condition). However, when the ES cells were first differentiated for 3 days by withdrawing leukemia inhibitory factor (LIF) from the ES maintenance medium, the cells became resistant to the Gata4-induced endoderm differentiation (Figure S1A–S1D, LIF(−) condition), showing that the endoderm-instructive function of Gata4 is suppressed after somatic cell differentiation.

To investigate the Gata4 response in a defined somatic cell population, we employed a mesoderm differentiation protocol, in which ES cells were co-cultured with OP9 stroma cells [40] without LIF for 4 days and then sorted to isolate the Flk1 (also known as VEGFR2 or KDR)-positive (+) population [41] (Figure 1A). Flk1(+) cells derived from ES cells are considered to be equivalent to a mixture of primitive and lateral mesoderm [41], and these cells can differentiate into several mesoderm derived lineages. To eliminate less differentiated cells (including mesendoderm) and ensure their mesoderm commitment, we isolated the Flk1(+)/E-cadherin(−) population by flow cytometry [42] (Figure 1B).

**Figure 1:**
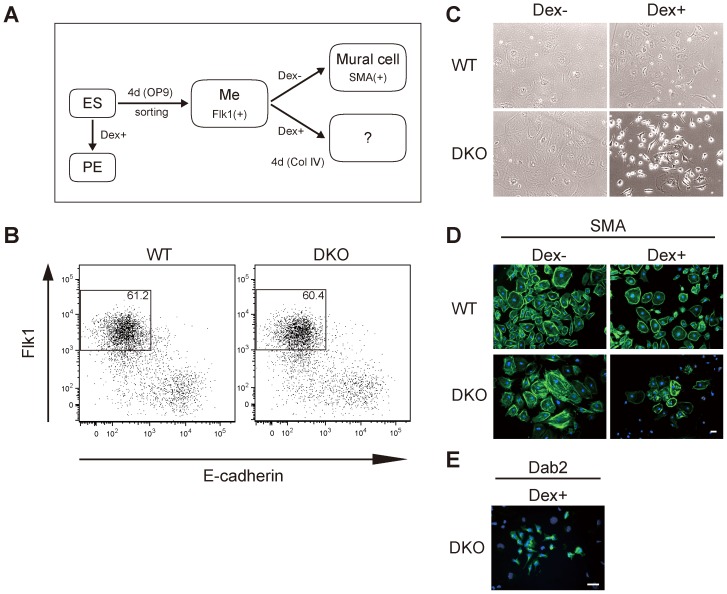
Gata4-induced primitive endoderm differentiation from *Dnmt3a* ^−/−^ *Dnmt3b* ^−/−^ (DKO) Flk1(+) mesoderm cells derived from OP9 co-culture conditions. (*A*) Experimental strategy for isolating mesoderm progenitors from ES cells and the subsequent activation of Gata4. Wild-type (WT) or DKO ES cells stably expressing Gata4GR were differentiated on OP9 stromal cells for 4 days. The Flk1(+) mesoderm cells (Me) were sorted and cultured on type IV collagen with or without dexamethasone (Dex) to activate Gata4GR. ES cells were also directly differentiated into primitive endoderm (PE) by adding Dex to ES maintenance medium containing LIF. (*B*) Flow cytometry profiles of Flk1 and E-cadherin in ES cells differentiated on OP9 stromal cells. The percentages of Flk1(+)/E-cadherin(−) cells are indicated. (*C*) Phase-contrast photomicrographs of differentiated Flk1(+) mesoderm cells. WT or DKO Flk1(+) cells were cultured with or without Dex for 4 days. (*D*, *E*) Immunofluorescence analysis of the mural cell marker SMA (*D*) or endoderm marker Dab2 (*E*) (green) in WT or DKO Flk1(+) mesoderm cells cultured for 4 days with or without Dex. DNA was stained with Hoechst 33342 (blue). All experiments were performed three times. Scale bar, 50 µm.

Flk1(+) mesoderm cells derived from WT ES cells can efficiently differentiate into vascular mural cells, which express alpha-smooth muscle actin (SMA), when cultured on type IV collagen [43] (Figure 1A, 1C, 1D, WT Dex−). When we activated Gata4GR by adding Dex, the WT Flk1(+) mesoderm cells also differentiated into mural cells, and the entire cell population was positive for SMA staining at an intensity similar to that of cells without Gata4 induction, although some of the Gata4-induced cells were noticeably smaller in size (Figure 1C, 1D, WT Dex+). We found no round, Dab2-positive cells among the WT Flk1(+) cells that differentiated with Gata4 induction (data not shown). These results indicated that the endoderm-instructive function of Gata4 was suppressed after the differentiation of ES cells into Flk1(+) mesoderm.

### Primitive Endoderm Differentiation from DNA-Hypomethylated Flk1(+) Mesoderm Cells in Response to Gata4

We next examined whether DNA methylation was involved in the suppression of the endoderm-instructive function of Gata4 in Flk1(+) mesoderm cells. For this, we used *Dnmt3a* ^−/−^ *Dnmt3b* ^−/−^ double-knockout (DKO) mouse ES cells, which have no *de novo* methylation activity and low DNA methylation levels at many loci [24], [44]. DKO ES cells expressing Gata4GR differentiated efficiently from ES cells into primitive endoderm in the presence of Dex, similar to WT ES cells (Figure S2). We obtained the DKO Flk1(+) mesoderm population at the same high efficiency as the WT Flk1(+) cells (Figure 1B), and the DKO Flk1(+) cells differentiated into SMA(+) mural cells with a similar efficiency to WT Flk1(+) cells (Figure 1C, 1D, DKO Dex−), indicating that DNA hypomethylation does not by itself inhibit ES-cell differentiation into Flk1(+) mesoderm and SMA (+) mural cells. We then tested the response of the DKO Flk1(+) mesodermal cells to Gata4 activation (Figure 1A). After 4 days of induction with Gata4, most of the differentiated DKO Flk1(+) cells stained weakly for SMA, although the intensity was somewhat variable (Figure 1D, DKO Dex+). Strikingly, a small number of cells in the population (about 1%) had a round, endoderm-like morphology and were positive for the primitive endoderm marker Dab2 (Figure 1C, 1E, DKO Dex+). Morphologies of the SMA-positive cells (flat and large cytoplasm) and the Dab2-positive cells (round and small cytoplasm) were distinct (Figure 1C–1E). These results indicated that some DKO Flk1(+) mesoderm cells were converted to endodermal identity in response to Gata4.

Dnmt3a and Dnmt3b have transcriptional repression activities that are independent of their enzymatic activities [45], [46]. To examine whether this lineage conversion was DNA methylation-dependent, we prepared Flk1(+) mesoderm cells from *Dnmt1* ^−/−^ (KO) ES cells [23] expressing Gata4GR (Figure S3A), in which DNA methylation in the genome is extensively decreased due to the loss of maintenance methylation activity. Although overall tendencies for low growth and survival were observed, the *Dnmt1* ^−/−^ Flk1(+) cells efficiently differentiated into SMA(+) cells without Gata4 induction, whereas Dab2(+) primitive endoderm-like cells emerged when Gata4 was induced (Figure S3B, S3C). These results indicated that it was the loss of DNA methylation that promoted the Flk1(+) mesoderm cells to convert their lineage to endoderm in response to Gata4. These results also exclude the contribution of clonal effects caused by genetic or epigenetic changes associated with individual cell lines unrelated to DNMT functions.

We observed similar results using DKO Flk1(+) mesoderm cells obtained using a different mesoderm differentiation condition, in which ES cells were cultured on type IV collagen-coated dishes [41] (Figure S4A). Although the recovery of the Flk1(+) population from DKO ES cells was low (3%) under this condition (Figure S4B), the DKO Flk1(+) cells differentiated into SMA-positive mural cells with an efficiency similar to that of the WT Flk1(+) cells (Figure S4C,D, Dex−), confirming the commitment of the DKO Flk1(+) cells to the mesoderm fate. Using this condition, we observed that Gata4 reproducibly induced highly efficient differentiation of DKO Flk1(+) mesoderm cells into the endoderm, in which most cells were Dab2-positive with an endoderm-like, round cell morphology, while no such cells were observed in the WT Flk1(+) cell cultures (Figure S4C, S4D, WT DKO Dex+). We used RT-PCR and microarray analysis to obtain gene expression profiles of these cell populations, and found that when DKO Flk1(+) mesoderm cells were cultured for 4 days with Gata4 activation (DKO Flk1+Dex+), their gene expression profile was similar to that of primitive endoderm cells that were derived directly from ES cells (Figure S4E–S4G).

However, we found that this culture condition was not stable; although it initially gave more efficient Gata4-induced differentiation of DKO Flk1(+) mesoderm cells into the endoderm (Figure S4C, S4D, DKO Dex+) compared to the OP9 co-culture condition (Figure 1C–1E, DKO Dex+), later, the efficiency of the both conditions became similar. We speculated that stroma-cell-free culture systems, such as the type IV collagen condition, may be more sensitive to factors such as the serum lot used in the culture medium. Because of the consistent differentiation properties and the high recoveries of Flk1(+) mesoderm cells, we used the OP9 co-culture condition for mesoderm differentiation in the remaining analyses.

### Transcriptome Analysis of Gata4-Induced, DNA-Hypomethylated Mesoderm Cells

The above results indicated that DNA methylation is involved in the suppression of the endoderm-instructive function of Gata4 in mesoderm cells. Thus, we wondered how the DNA-hypomethylated mesoderm cells reprogrammed their transcription profiles from mesoderm to endoderm in response to Gata4. Previous studies in other cell-differentiation models suggested two possibilities: (1) the loss of DNA methylation together with Gata4 activity de-represses a few gatekeeper genes for endoderm differentiation, and these gatekeepers then activate the endoderm transcriptional program [27], [29]; (2) alternatively, the loss of DNA methylation allows Gata4 to directly activate its endoderm downstream genes [26]. To address these possibilities, we dissected the temporal changes of the transcriptome in response to Gata4 in Flk1(+) mesoderm cells (Figure 2A). RNA was isolated at several time points (up to 72 hr) from WT or DKO Flk1(+) cells cultured with or without Gata4 activation, and their genome-wide transcriptional profiles were analyzed using microarrays (Figure 2A, Flk1+ mesoderm). For comparison, we also obtained the temporal transcriptome of ES cells in response to Gata4 at similar time points (Figure 2A, ES).

**Figure 2:**
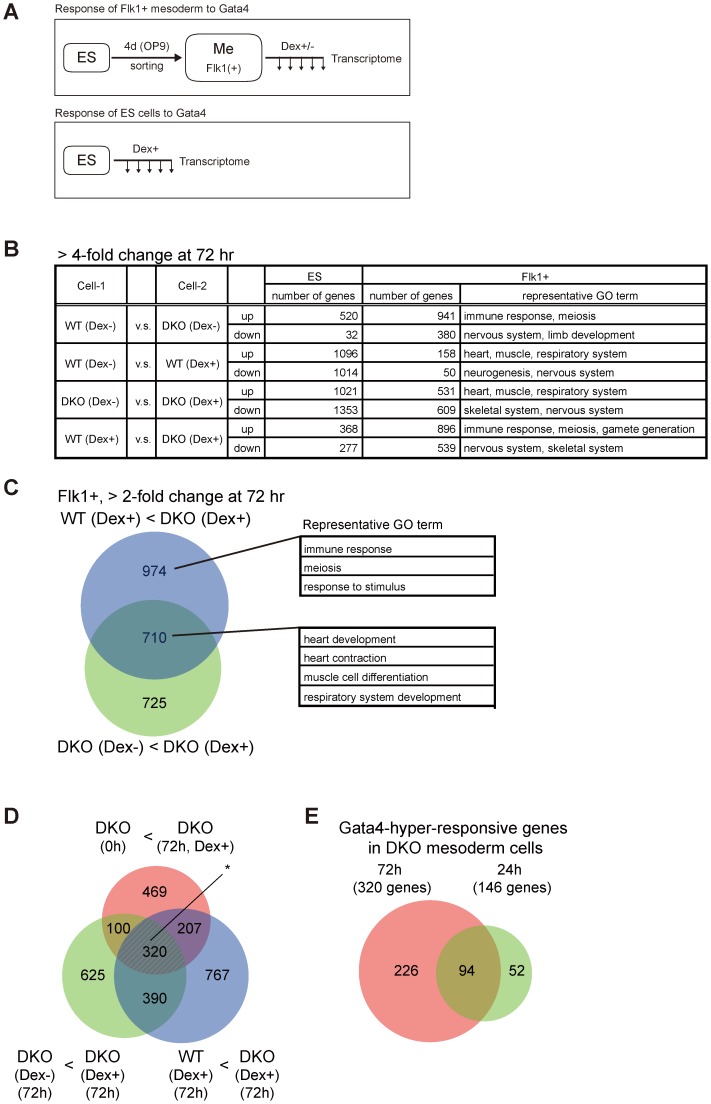
Transcriptome analysis of Gata4-induced DKO Flk1(+) mesoderm cells. (*A*) Experimental scheme to examine transcriptome changes in response to Gata4 in mesoderm or ES cells. WT or DKO ES cells stably expressing Gata4GR were differentiated on OP9 stromal cells for 4 days, then the Flk1(+) mesoderm cells (Me) were sorted and cultured with or without Dex to activate Gata4GR (top). The same WT and DKO ES cells were also cultured with Dex in ES culture conditions (bottom). The expression microarray data were obtained at several time points (up to 72 hr) after Gata4GR activation in both mesoderm and ES cells. (*B*) Numbers of genes with a more than 4-fold difference between the indicated cell conditions 72 hr after Gata4GR activation by the addition of Dex in ES or Flk1(+) mesoderm cells. In each comparison, ‘*up*’ represents genes expressed higher in Cell-2 than Cell-1, and ‘*down*’ represents genes expressed lower in Cell-2 than Cell-1. Representative gene ontology (GO) terms at Biological Process level 4 (BP4) for differentially expressed genes in Flk1(+) mesoderm cells are shown in the right column. (*C*) Venn diagram representing the overlap between (i) the genes expressed 2-fold higher in DKO Flk1(+) mesoderm with Dex at 72 hr than WT cells under the same conditions (WT Dex+<DKO Dex+, purple) and (ii) the genes expressed 2-fold higher in DKO Flk1(+) cells with Dex than the same cells without Dex at 72 hr (DKO Dex−<DKO Dex+, light green). Representative GO terms for genes within the indicated areas are shown. Detailed results of the GO analysis are provided in Tables S1 and S2. (*D*) Extraction of Gata4-hyper-responsive genes in Dnmt3a/Dnmt3b-deficient Flk1(+) mesoderm cells from transcriptome data. Venn diagrams of the 2-fold upregulated genes in DKO mesoderm with Gata4 activation at 72 hr compared to (i) WT cells under the same conditions (WT Dex+<DKO Dex+, purple), (ii) the same cells without Gata4 activation (DKO Dex−<DKO Dex+, light green), or (iii) the same cells immediately after Flk1(+) sorting (DKO 0 h<DKO Dex+, orange). The overlapping genes of these three categories (320 genes, marked with an asterisk) are considered to be the genes that are upregulated in response to Gata4 preferentially at low DNA methylation levels. (*E*) Venn diagram of the Gata4-responsive genes in DNA-hypomethylated mesoderm cells at 72 hr and 24 hr identified in (*D*) and Figure S5. The 94 overlapping genes were used for the analysis in Figure 3, while the 320 genes at 72 hr were used in Figure S6.

We first examined how many genes were differentially expressed as a result of the loss of Dnmt3a/Dnmt3b or Gata4 activation at 72 hr (Figure 2B). In total, 941 genes were expressed at a more than fourfold higher level in DKO Flk1(+) mesoderm cells cultured without Gata4 activation, compared to WT cells (Figure 2B, WT Dex− vs. DKO Dex−, up), which may represent genes directly repressed by DNA methylation. The gene ontology (GO) terms related to immune response, meiosis, and gametogenesis were significantly enriched in this gene set (Table S1), which is consistent with a previous report showing that promoters of germline- or inflammation-associated genes are methylated *de novo* during mouse embryogenesis in a Dnmt3-dependent manner [47]. Because DKO Flk1(+) cells without Gata4 activation properly differentiated into mural cells with a cell morphology indistinguishable from that of WT Flk1(+) cells (Figure 1C, 1D), the upregulation of these 941 genes seemed to have little impact on the cellular phenotype of mesodermal differentiation. In contrast, Gata4 activation in both the WT and DKO Flk1(+) cells resulted in differential expression of hundreds of genes, for which the GO terms related to various developmental processes were enriched (Figure 2B, Table S1).

We then extracted the genes that responded to Gata4 preferentially in DKO cells with hypomethylated DNA (Figure 2C–2E, Figure S5). The overlap between (i) the genes expressed more highly in DKO cells than in WT cells with Gata4 induction (WT Dex+<DKO Dex+, >2-fold change) and (ii) the genes expressed more highly in DKO cells with Gata4 induction than in the same cells without Gata4 induction (DKO Dex−<DKO Dex+, >2-fold change) separated the Gata4-responsive genes (710 genes) from the DNA methylation-sensitive genes (974 genes) (Figure 2C, Table S2). Based on the further overlap with (iii) the genes expressed at higher levels in DKO cells after 72 h of mesodermal differentiation with Gata4 induction than in the cells immediately after mesodermal differentiation (DKO 0 hr<DKO Dex+, >2-fold change), we identified 320 genes that responded to Gata4 at the 72 hr time point preferentially on the DKO background in Flk1(+) mesoderm cells (Figure 2D). To extract early response genes to Gata4, we identified the same overlaps in gene sets differentially expressed at 24 hr (146 genes, Figure S5). Based on the overlap of these 146 genes with the Gata4 responsive genes at 72 hr, we identified 94 genes that responded to Gata4 within 24 hr and lasted for at least 72 hr, preferentially on the DKO background, in Flk1(+) mesoderm cells (Figure 2E, Table S3). These results indicated that a significant number of genes became hyper-responsive to Gata4 in DNA-hypomethylated DKO mesoderm cells.

### Time-Course Analysis of Transcriptome Changes in Response to Gata4

We then examined the time course of the expression profiles of these Gata4-hyper-responsive genes in Flk1(+) mesoderm and ES cells with or without Gata4 induction (Figure 3A, Figure S6). These Gata4-hyper-responsive genes were divided into two groups by hierarchical clustering (Table S3): group 1 genes responded to Gata4 in ES cells (upper part, Figure 3A, Figure S6), whereas group 2 genes did not (lower part, Figure 3A, Figure S6).

**Figure 3:**
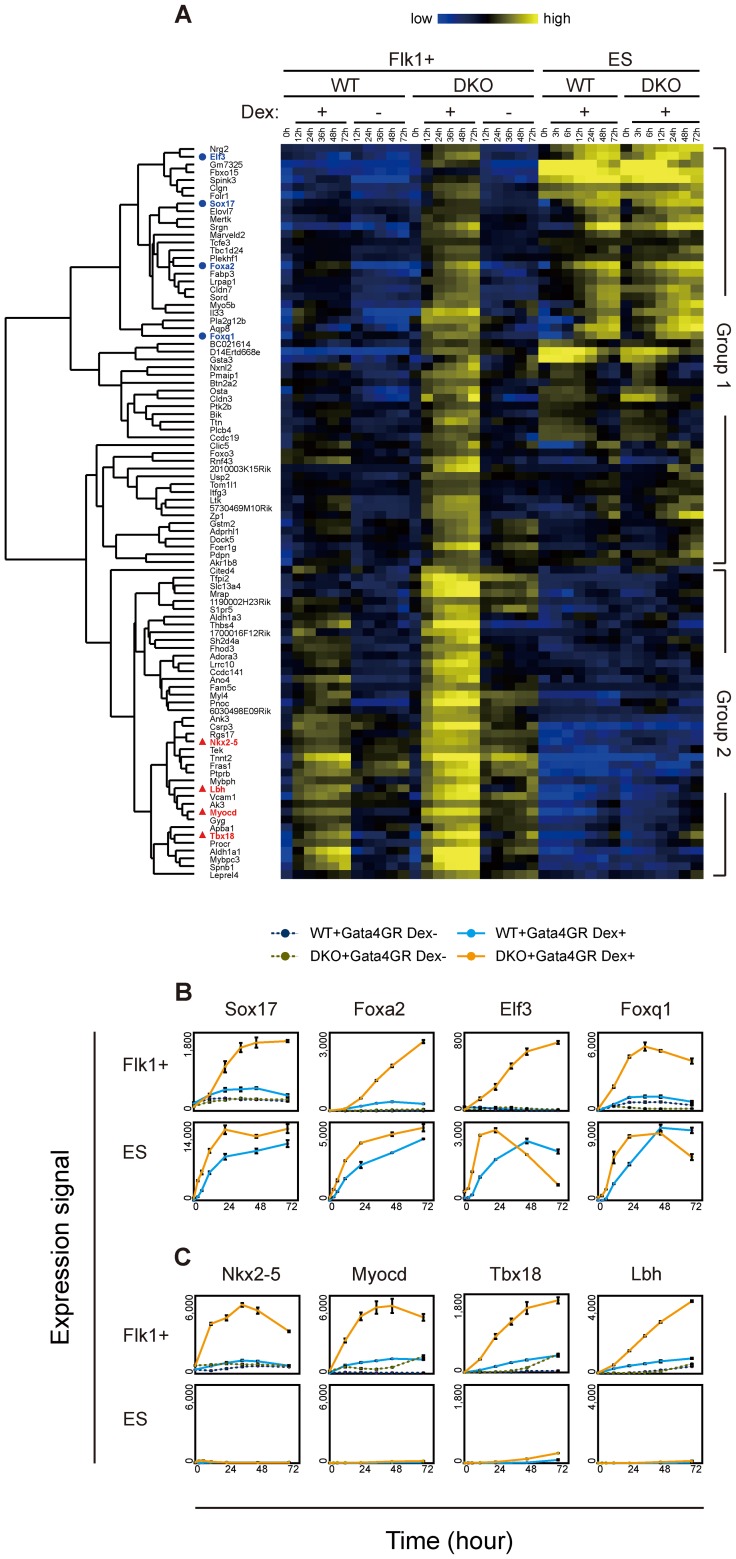
Time course analysis of transcriptome changes in response to Gata4. (*A*) Cluster heat map representing the temporal transcriptional changes for Gata4 response genes in Flk1(+) mesoderm or ES cells. WT or DKO Flk1(+) mesoderm cells or ES cells expressing Gata4GR were cultured for 72 hr in the presence or absence of Dex, and expression microarray data were obtained at several time points (0, 12, 24, 36, 48, and 72 hr for Flk1(+) mesoderm cells; 0, 3, 6, 12, 24, 48, and 72 hr for ES cells). Ninety-four genes whose responses to Gata4 were higher in DKO than WT Flk1(+) mesoderm cells at 24 hr were extracted as described in Figure 2E. The clustering of these 94 genes was based on their temporal expression profiles in Flk1(+) mesoderm and ES cells, and the resulting dendrogram is shown at left. Genes used in (*B*) and (*C*) are highlighted as blue circles and red triangles, respectively. Relative gene expression values (log2) are represented as colors, from lowest (blue) to highest (yellow). (*B*, *C*) Line graphs of the gene expression values (linear) from the microarray data. The mean values of triplicates (Flk1+, 0 hr and Dex+) or duplicates (others) with their standard deviations are shown. (*B*) Ectopic expression of endoderm genes in response to Gata4 in DKO mesoderm cells. These genes responded to Gata4 in WT and DKO ES cells, but not in WT mesoderm cells. Note that smaller scales are used for the expression signal for Flk1(+) mesoderm cells compared to those for ES cells. (*C*) Precocious expression of cardiac genes in response to Gata4 in DKO mesoderm cells. These genes did not respond to Gata4 in WT or DKO ES cells. “WT+Gata4GR Dex+” and “WT+Gata4GR Dex−”, WT cells expressing Gata4GR with and without Dex, respectively; “DKO+Gata4GR Dex+” and “DKO+Gata4GR Dex−”, DKO cells expressing Gata4GR with and without Dex, respectively.

Consistent with the endoderm-instructive function of Gata4 in ES cells [38], group 1 contained many genes expressed in endoderm-derived tissues, such as the liver, intestine, and stomach (BioGPS, http://biogps.org/) [48]. Endoderm transcription factor genes (*Sox17*, *Foxa2*, *Elf3*, *Foxq1*) as well as endoderm lineage-specific genes (*Aqp8*, *Sord*, *Akr1b8*, *Pga5*) were upregulated in response to Gata4 in the DKO Flk1(+) mesoderm cells to the same extent as in ES cells (Figure 3B, Figure S7A). In addition, several genes whose expression was not restricted to endoderm-derived tissues (as listed in BioGPS) showed a similar expression profile (Figure S7B). It should be noted that the group 1 genes showed almost no response to Gata4 in WT Flk1(+) mesoderm cells (Flk1+ WT Dex−, Figure 3A, Figure S6). These results suggest that the upregulation of group 1 genes represents the ectopic activation of the endoderm genetic program in the DNA-hypomethylated DKO mesoderm in response to Gata4.

Endoderm transcription factor genes *Sox7* and endogenous *Gata4*, which also have mesoderm functions, were expressed in the Flk1(+) mesoderm cells before Gata4 activation, but their expression remained only in the DKO Flk1(+) mesoderm cells in response to Gata4 (Figure S7D). Interestingly, several primitive endoderm genes (*Hnf4a*, *Fgfr4*, *Amn*, *S100g*) responded to Gata4 specifically in the DKO mesoderm, but the extent of their response was modest compared to that in the ES cells (Figure S7C). No detectable response of other primitive endoderm genes, such as *Gata6* and *Snai1*, to Gata4 was observed in the DKO mesoderm (Figure S7E).

Group 2 contained many genes involved in heart development and function. Cardiac transcription factor (*Nkx2-5*, *Myocd*, *Tbx18*, *Lbh*, *Tbx5*) and heart-specific genes (*Ednra*, *Tnnt2*, *Fhod3*, *Acaa2*, *Ryr2*, *Kcnj5*) were upregulated in response to Gata4 preferentially in the DKO Flk1(+) mesoderm within 24 hr (Figure 3C, Figure S7F). In addition, several genes that are highly expressed in skeletal muscles or osteoblasts (*Fbxo32*, *Thbs4*, *Gyg*, *Pdlim3*, *Leprel4*) showed a similar response in the DKO Flk1(+) mesoderm cells (Figure S7G). These results are consistent with the cardiac and other mesodermal functions of Gata4 [36], [37]. Because Gata4 regulates cardiac genes through its cooperation with other cardiac transcription factors and co-factors [37], it is likely that the cardiac genes did not respond to Gata4 in ES cells because of the lack of such co-factors.

In contrast, since Flk1(+) mesoderm includes cardiac progenitors [49], Flk1(+) cells may be competent to activate the expression of cardiac genes. Consistent with this idea, unlike the group 1 genes, the group 2 genes, including the cardiac genes, responded weakly to Gata4 in WT Flk1(+) mesoderm cells (Flk1+, WT Dex+, Figure 3A, Figure S6). These results suggested that the response of the cardiac genes in group 2 represents the precocious expression of the cardiac gene program in DNA-hypomethylated DKO Flk1(+) mesoderm cells. In addition, group 2 contained genes highly expressed in endoderm-derived tissues (*Tspan8*, *Aldh1a1*, *Psen2*; Figure S7H), which may represent the ectopic activation of the definitive endoderm program.

To determine whether the loss of Dnmt3a/Dnmt3b permits Gata4 to directly activate downstream target genes, we examined the immediate response to Gata4 activation by analyzing transcriptome changes occurring within 3 hr. Within the entire transcriptome, the expression of 64 genes were significantly increased, by more than 2-fold, 3 hr after Gata4 activation in DKO Flk1(+) mesoderm cells. Fifteen of these genes overlapped with the Gata4-hyper-responsive genes identified in Figures 2D and S5 (data not shown). Among them, both group 1 genes (*Aqp8*, *Akr1b8*, *Elovl7*, *Pga5*, Figure 4A) and group 2 genes (*Nkx2-5*, *Myocd*, *Ednra*, *Lbh*, *Thbs4*, *Mrap*, Figure 4B) immediately responded to Gata4 in the DNA-hypomethylated DKO mesoderm cells, but not in the WT cells. We also confirmed these results by RT-qPCR (Figure S8). These results suggested that DNA methylation contributes to suppress Gata4 from directly activating these genes.

**Figure 4:**
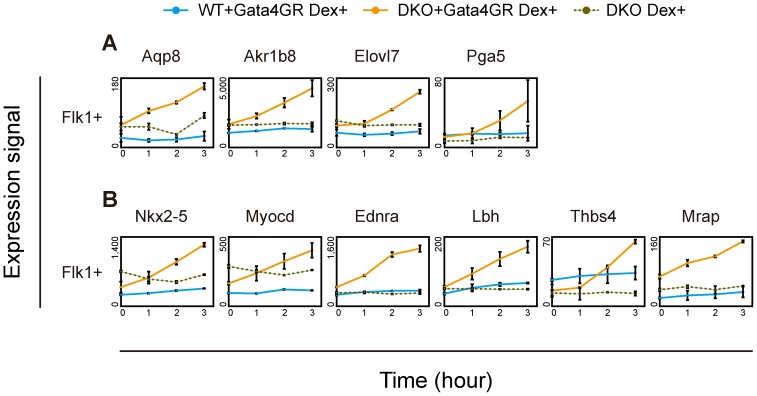
Immediate response to Gata4 in DKO Flk1(+) mesoderm cells. ES cells differentiated on OP9 stromal cells were treated with Dex for 0, 1, 2 or 3 hr. The Flk1(+) mesoderm cells were then sorted by flow cytometry, and their gene expression was analyzed using microarrays. The mean values of duplicates for gene expression values (linear) with their standard deviations are shown. (*A*) Endodermal Gata4-responsive genes. (*B*) Cardiac Gata4-responsive genes. “WT+Gata4GR Dex+”, WT cells expressing Gata4GR with Dex; “DKO+Gata4GR Dex+”, DKO cells expressing Gata4GR with Dex; “DKO Dex+”, DKO cells without the Gata4GR transgene with Dex.

### Gata4-Binding-Site Profiles and DNA Methylation Analysis in Mesoderm Cells

To gain insight into how DNA methylation modulates Gata4 activation, we examined the Gata4-binding sites in WT and DKO Flk1+ mesoderm cells by ChIP and high-throughput sequencing (ChIP-seq), using anti-Gata4 antibodies. 

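Chromatin bound by Gata4 was sequenced from 4 libraries, 1 for each of 4 conditions, so that no condition had a replicate and every value given here describes a single library. Gata4GR is a fusion of Gata4 with the ligand-binding domain of the glucocorticoid receptor, which dexamethasone (Dex) brings into action, and Flk1 is a receptor on the surface of mesoderm cells by which these cells were sorted. The WT Flk1(+) and DKO Flk1(+) libraries came from cells at day 4.5 of differentiation after 3 hr of 100 nM Dex, and the WT ES and DKO ES libraries came from undifferentiated cells without Dex. DKO cells lack Dnmt3a and Dnmt3b, the enzymes that place new methyl groups on CpGs. The paper names the WT clone J1G4.211, and the label of the WT Flk1(+) library gives J1G4.2, whereas both give 16G4.3 for the DKO Flk1(+) library. The paper gives 209514577 mapped reads for the WT Flk1(+) library and 368177514 for the DKO Flk1(+) library, and the depth of the ES libraries is not known here. The values used here are the peaks the authors called from these reads, and the reads themselves were not used here. The authors called peaks in each Flk1(+) library against the ES library of the same genotype, and they deposited for each peak its position on mm9, its height in the Flk1(+) profile, its height in the ES background, the ratio of these heights, a q value, and the sequence of the 501 bases around it. Each list was assigned to its genotype by the number of peaks the paper states for it. No height in either list was under 5.00 and no enrichment was under 3.00, which are the thresholds the paper names. The deposited lists give a position but no start or end for a peak, so peaks of the 2 lists were set against each other by the 501-bp windows centred on their positions.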

To obtain a large number of cells for the ChIP-seq experiment, WT or DKO ES cells expressing Gata4GR were differentiated in a large-scale culture on OP9 stroma cells, and the Flk1(+) cells were purified by magnetic-activated cell sorting. Gata4 was activated for 3 hr before the cell purification by adding Dex. As controls, WT and DKO ES cells expressing Gata4GR but without Dex treatment were subjected to the analysis. 

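The list of the WT Flk1(+) library held 20410 peaks with a median height of 7.74 and a median enrichment over the WT ES background of 4.53. The list of the DKO Flk1(+) library held 22733 peaks with a median height of 6.91 and a median enrichment over the DKO ES background of 4.37. These heights and enrichments are the authors' values, and whether they are scaled for the depth of the libraries is not known here. Of the WT peaks, 9305 overlapped a DKO peak by at least 1 bp of their windows, which is 45.6% (95% Wilson interval 44.9% to 46.3%), and 11105 did not. Of the DKO peaks, 10250 overlapped a WT peak, which is 45.1% (95% Wilson interval 44.4% to 45.7%), and 12483 did not. These intervals cover counting error within 1 library only. The definition of overlap moved the shares most when peak positions had to lie within 100 bp of each other, which left 34.7% of WT peaks and 31.2% of DKO peaks shared. Peaks without a counterpart had lower heights, with a median of 6.69 for the WT-only and 6.40 for the DKO-only peaks, than the shared peaks, with a median of 10.1 in the WT list and 7.82 in the DKO list. Among the 2041 highest-scoring WT peaks 26.0% overlapped no DKO peak, and among the 2274 highest-scoring DKO peaks 22.5% overlapped no WT peak. The highest-scoring WT peak lay on chromosome 4 at 40867020, 65 bp upstream of *Spink4*, with a height of 75.9. A peak of the DKO list lay 3 bp from it.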

We identified 20,410 peaks for WT Gata4-activatd Flk1(+) cells and 22,733 peaks for DKO Gata4-activated Flk1(+) cells using the DNAnexus software tools.

To validate the Gata4-ChIP-seq peaks, we performed two independent motif analyses in the MEME Suite software package (http://meme.nbcr.net/) [50]. 

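The sequences deposited with the peaks were searched for WGATAA, in which W is A or T, on either strand, and the same search was made in the windows of equal length 2 kb to the left and right of each peak. Of the 20410 WT peaks, 12637 held the motif, which is 61.9% (95% Wilson interval 61.2% to 62.6%), against 41.1% of their 40809 flanking windows, a ratio of 1.50. Of the 22733 DKO peaks, 8651 held it, which is 38.1% (95% Wilson interval 37.4% to 38.7%), against 38.8% of their 45444 flanking windows, a ratio of 0.98. The size of this ratio depended on the background and on the length of the window. In windows whose bases were shuffled, which keeps the base composition of each peak, the motif occurred in 35.9% for WT and 27.0% for DKO, and the ratios were 1.72 and 1.41. In the central 200 bp the motif occurred in 52.5% of WT peaks and 28.9% of DKO peaks, which was 2.68 and 1.62 times the share in flanking windows of that length. Among WT peaks, 69.5% of those without an overlapping DKO peak and 52.8% of those with one held the motif. Among DKO peaks, 30.3% of those without an overlapping WT peak and 47.5% of those with one held it.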

Using the JASPAR CORE vertebrate motifs (http://jaspar.genereg.net/) [51] and UniPROBE mouse transcription factor motifs (http://thebrain.bwh.harvard.edu/uniprobe/) [52], *ab initio* motif discovery analysis by DREME [53] identified the most highly enriched motifs in the Gata4-ChIP-seq peak regions from both WT and DKO Flk1(+) cells with Gata4 activation as Gata factor-binding motifs (Figure 5A). Similarly, central motif enrichment analysis by CentriMo [54], which assumes that the direct DNA-binding sites tend toward the center of the ChIP-seq peak region, identified the three most highly ‘centrally enriched’ motifs as Gata-factor-binding motifs, using the same motif databases (Figure S9). These results indicated that Gata4-binding sites were highly enriched in the Gata4-ChIP-seq peaks.

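Of 22719 WGATAA matches in the WT peaks, 10513 lay in the central 100 bp of the window, which is 46.3% (95% Wilson interval 45.6% to 46.9%). Of 15012 matches in the DKO peaks, 6353 lay there, which is 42.3% (95% Wilson interval 41.5% to 43.1%). Even placement of the motif would put 20.2% of matches in this part, and the flanking windows gave 21.0% for WT and 20.4% for DKO. The DKO-only peaks had 38.9% of their matches in the centre and the WT-only peaks 46.4%. With the looser motif WGATAR, in which R is A or G, the central share was 41.2% in WT and 37.3% in DKO.

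**Figure D1:**
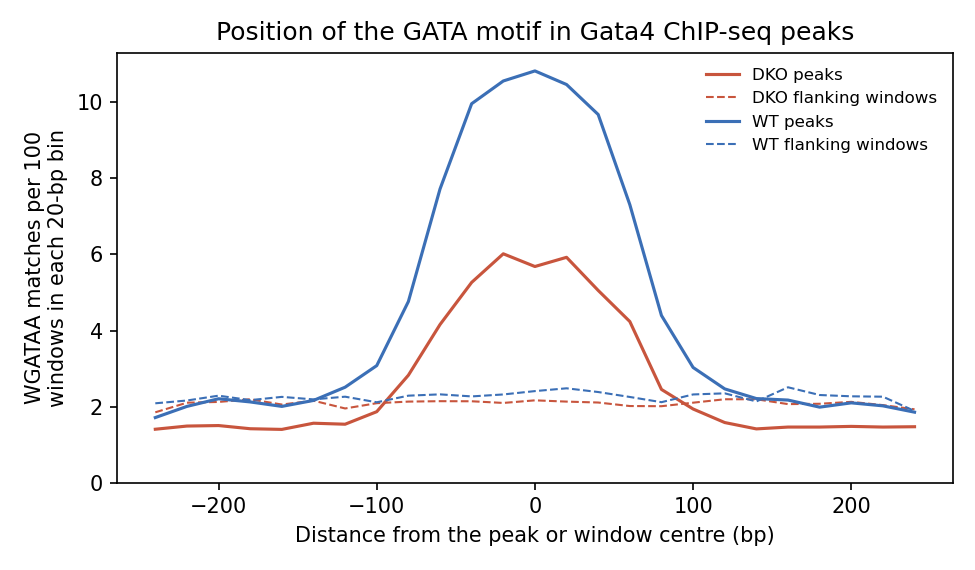
WGATAA matches per 100 windows in bins of 20 bp, against the distance in bp from the peak position. Solid lines are the WT and DKO peaks and dashed lines their flanking windows, and the matches pile up at the centre of the peaks of both lists and lie evenly in the flanking windows.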

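Each list was divided into 10 equal classes by the authors' peak score. In the highest class of the WT list 88.8% of peaks held WGATAA, and in the lowest class 44.5%. In the highest class of the DKO list 65.6% held it, and in the lowest class 22.1%. The windows differed in base composition as well, with a median of 8 CpGs per 501 bp in WT peaks and 21 in DKO peaks. Within 1 kb of a transcription start site lay 26.4% of WT peaks (95% Wilson interval 25.8% to 27.0%) and 47.1% of DKO peaks (95% Wilson interval 46.4% to 47.7%). From the Gata motifs found by DREME (Figure 5A) and by CentriMo at the centre of the peaks (Figure S9), the paper concludes that the peaks are rich in Gata4-binding sites.

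**Figure D2:**
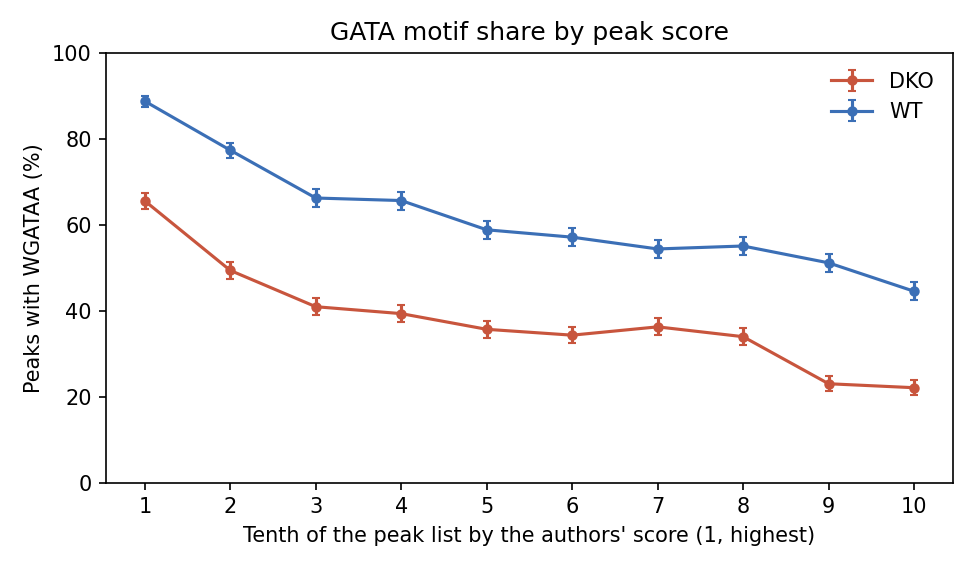
Share of peaks with WGATAA, in percent, in each of 10 equal classes of the WT and DKO lists ordered by the authors' score, with 1 the highest. Error bars are 95% Wilson intervals over peaks of 1 library, and the WT share runs from 88.8% to 44.5% and the DKO share from 65.6% to 22.1%.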

**Figure 5:**
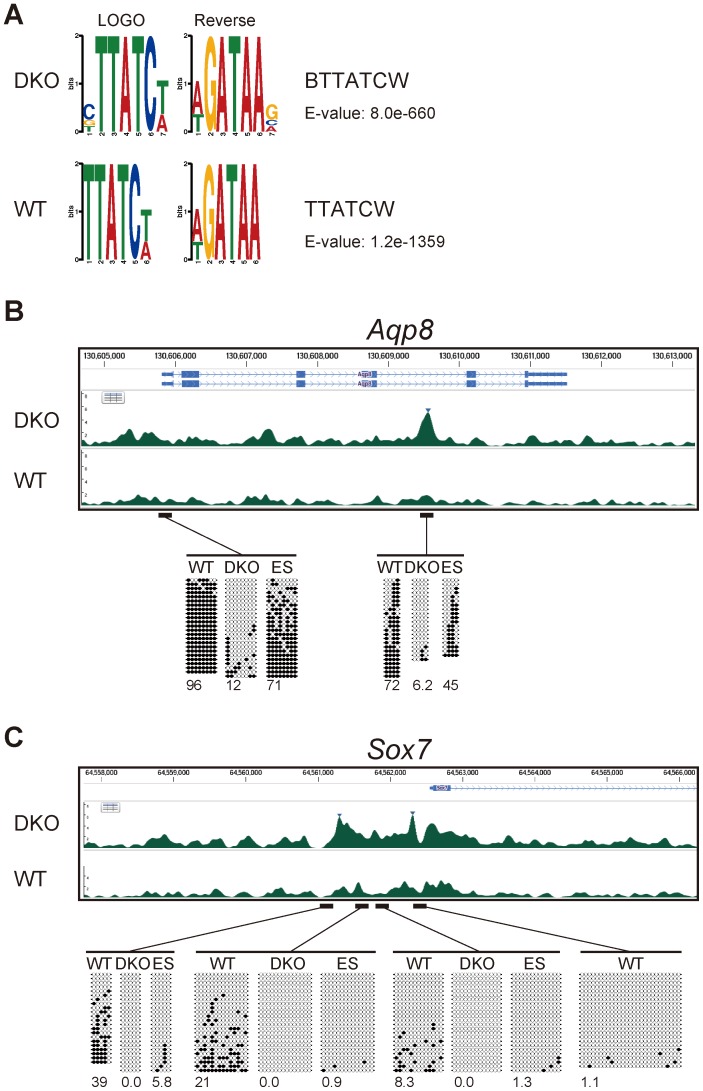
Gata4-binding site and DNA-methylation analyses of Gata4-response genes. (*A*) Motif discovery of transcription-factor-binding motifs by the DREME algorithm using all the peaks of the ChIP-seq data for WT or DKO Flk1(+) cells in which Gata4GR was activated by Dex addition. Logos for the most enriched motif identified by DREME and its reverse complement sequence, motif IDs, and E-values are shown. (*B,C*) Gata4 ChIP-seq enrichment at the Gata4-response gene (*B*) *Aqp8* and (*C*) *Sox7* loci in WT or DKO Flk1(+) cells in which Gata4GR was activated by Dex, and the DNA methylation state at the transcription-start sites and Gata4-binding sites. Tracks represent the mapped read enrichment as determined by DNAnexus software. Blue arrowheads mark Gata4 peaks enriched in DKO Flk1(+) cells compared to WT Flk1(+) cells. Above the peak profiles, the nucleotide positions and Refseq genes are indicated. Horizontal bars represent the genomic regions subjected to DNA methylation analysis by bisulfite sequencing. Open circles represent unmethylated CpGs, and filled circles represent methylated CpGs. The percentage of total CpGs that were methylated is shown below each bisulfite sequencing profile. “WT”, WT Flk1(+) cells; “DKO”, DKO Flk1(+) cells; “ES”, WT ES cells.

We next examined the Gata4 peaks and DNA methylation states of individual Gata4-response genes. 

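The association of Gata4 peaks with hyper-responsive genes was computed for the 94 genes of Table S3, of which 92 have a position in the GENCODE annotation of this genome build. Peaks were counted within 5 kb of the gene. A DKO peak lay near 46 of the 92 genes, which is 50.0% (95% Wilson interval 40.0% to 60.0%), a WT peak near 44, and a DKO peak without an overlapping WT peak near 37. Both lists had a peak near 31 genes, only the DKO list near 15, only the WT list near 13, and neither near 33. Each count was compared with 10000 random gene lists of the same size with the same spread over 5 classes of gene length, within which genes still differ in length. The DKO count lay at percentile 35.5 of these lists, whose median was 47, the WT count at percentile 84.2, with a median of 39, and the DKO-only count at percentile 78.7, with a median of 33. Genes are not replicates, and these percentiles describe 2 libraries. The distance to the gene moved the counts most. Within 5 kb of the transcription start site the DKO count was 25, at percentile 0.25, and the WT count 19, at percentile 3.10. Within 20 kb of the gene the DKO count was 67, at percentile 98.2, and the WT count 60, at percentile 97.2. A DKO peak lay near 23 of 53 group 1 genes (43.4%) and 23 of 39 group 2 genes (59.0%), a difference that was not significant (two-sided Fisher's exact test over these genes, p = 0.205).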

Among 146 genes that transcriptionally responded to Gata4 within 24 hours specifically in DKO Flk1(+) mesoderm cells (Figure S5), 70 were associated with the Gata4 peaks in DKO Flk1(+) mesoderm cells, and 52 were associated with DKO-specific Gata4 peaks within a 5-kb distance (data not shown). We then searched for the genes in which either promoter regions [55] or Gata4 peak regions were differentially methylated between WT and DKO mesoderm cells and/or between ES and mesoderm cells, by bisulfite sequencing analysis.

*Aqp8* has a low-CpG promoter, and a DKO-specific Gata4 peak was observed in its intronic region in DKO-mesoderm cells (Figure 5B). 

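*Aqp8*, an aquaporin gene, lies on chromosome 7 of mm9 from 130605808 to 130611517 on the plus strand, and the 501 bp around its transcription start site hold 10 CpGs. Neither list had a peak within 5 kb of the gene. The nearest DKO peak of the list called against DKO ES cells lay at 130587590, 18218 bp from the gene, and the nearest WT peak at 130513668, 92140 bp away. The 5 primer pairs of the ChIP-qPCR in Table S4 all match introns of *Aqp8*: T1 from 130608422 to 130608495 in intron 3, C1 from 130609614 to 130609690, C2 from 130609650 to 130609729 and T3 from 130610055 to 130610124 in intron 4, and T4 from 130610805 to 130610880 in intron 5. The bisulfite amplicon near the start site runs from 130605817 to 130606204 and holds 8 CpGs in the reference, and the intronic amplicon runs from 130609675 to 130609963 and holds 4. The peaks that the paper calls directly between DKO and WT Flk1(+) cells were not used here.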

Gata4 also bound to the same intronic region in WT ES cells in response to Gata4 activation as revealed by ChIP-qPCR (Figure S10). Both regions were highly methylated in WT but not in DKO mesoderm cells. Thus, the DNA methylation of these regions might affect their Gata4-binding ability or the downstream response of Gata4. However, these regions were moderately or highly methylated in WT ES cells, in which *Aqp8* responded to Gata4 (Figure S7). Thus, the DNA methylation in these regions may have different functions between ES and differentiated somatic cells, as observed in the retrotransposon IAP [56]. 

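*Sox7* lies on chromosome 14 of mm9 from 64562511 to 64569569 on the plus strand, with 55 CpGs in the 501 bp around its transcription start site. The DKO list had 1 peak within 5 kb of it, at 64562307, which is 204 bp upstream of the start site. Its height was 6.08 against 0.999 in DKO ES cells, an enrichment of 6.08, and it ranked 8683 of 22733 peaks. Its window held 42 CpGs and 1 WGATAA match. The reference sequence from 64562277 to 64562337 is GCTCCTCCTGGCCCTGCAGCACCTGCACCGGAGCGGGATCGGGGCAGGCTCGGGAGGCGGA. This central stretch does not hold the match, which lies elsewhere in the window. The WT list had no peak within 5 kb of *Sox7*, and its nearest peak lay at 64576744, 7175 bp from the gene. Whether the WT library had signal under the calling threshold at the DKO peak cannot be read from the lists. The 4 bisulfite amplicons of Table S4 at *Sox7* run from 64561124 to 64561257 with 5 CpGs, from 64561491 to 64561768 with 14, from 64561735 to 64562084 with 13, and from 64562501 to 64562757 with 27.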

*Sox7* has a high-CpG promoter, and DKO-specific Gata4 peaks were observed at this promoter region (Figure 5C). While the 5′-upstream and promoter region of *Sox7* was unmethylated at the undifferentiated ES cell stage, this region was *de novo* methylated, highly at the distal part, during mesoderm differentiation. Similar *de novo* methylation during mesoderm commitment and inverse correlation with Gata4 peaks were observed at the *Cldn7* locus (data not shown). 

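*Cldn7*, which encodes a tight junction protein, lies on chromosome 11 of mm9 from 69778281 to 69781387, with 13 CpGs in the 501 bp around its start site. Neither list, each called against ES cells, had a peak within 5 kb of it. The nearest DKO peak lay at 69767212, 11069 bp from the gene, and the nearest WT peak at 69793434, 12047 bp away. Within 20 kb there were 5 DKO peaks and 4 WT peaks.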

The Gata4-responsive endoderm gene *Lgmn* was associated with two DKO-specific Gata4 peak regions that were highly methylated in Flk1(+) mesoderm cells (Figure S11A). 

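*Lgmn*, which encodes the protease legumain, lies on chromosome 12 of mm9 from 103632294 to 103678023 on the minus strand. The DKO list had 2 peaks in the gene. The peak at 103658775 in intron 2 had a height of 7.13 and an enrichment of 4.52, ranked 4821, and held 2 WGATAA matches, and the nearest WT peak, at 103661364, lay 2589 bp away. The reference sequence around it, from 103658745 to 103658805, is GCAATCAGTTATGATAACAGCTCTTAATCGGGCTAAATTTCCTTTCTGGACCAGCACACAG. The peak at 103664709 in intron 1 had a height of 6.55 and an enrichment of 6.55, and the WT list had a peak at the same position with a height of 7.64 and an enrichment of 7.64. In both lists the ES background there was below 1, at 0.244 in WT and 0.543 in DKO, and the authors' ratio then equals the height. The WT list had further peaks at 103661364 in intron 2, with a height of 5.67, and at 103678933, which is 910 bp upstream of the gene, with a height of 7.00. One bisulfite amplicon of Table S4 lies at 103658425 to 103658543 in intron 2, with 4 CpGs, and ends 232 bp from the DKO peak at 103658775.

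**Figure D3:**
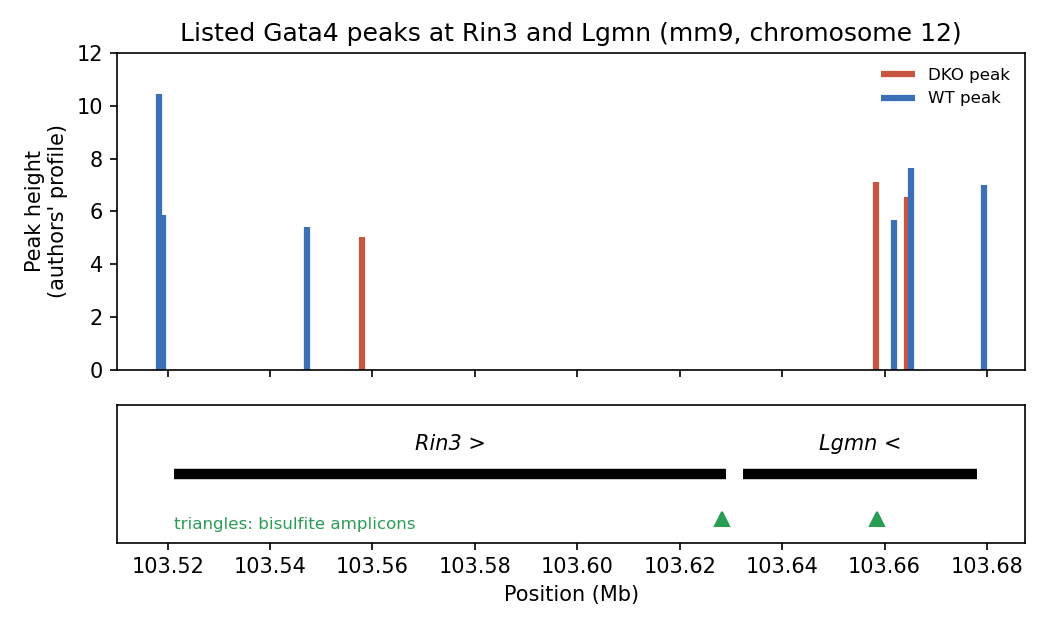
Peaks of the WT and DKO lists within 5 kb of Rin3 or Lgmn on chromosome 12, as the authors' peak height against the position in Mb, drawn slightly apart where they coincide. Below are the extents of the genes, with arrows for their strands, and triangles for the bisulfite amplicons, and the lists share 1 position, in Lgmn.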

One of the Gata4 peaks, located in the 3′ region of the neighboring gene *Rin3*, was methylated *de novo* during mesoderm differentiation. 

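*Rin3* lies from 103521258 to 103629065 on the plus strand, next to *Lgmn*. The other bisulfite amplicon of the *Lgmn* locus in Table S4 matches 103628031 to 103628367 in exon 10 of *Rin3*, 698 bp before the end of the gene, and holds 20 CpGs. Neither list, each called against ES cells, had a peak within 5 kb of this amplicon. The nearest were a DKO peak 30408 bp away and a WT peak 32997 bp away. Elsewhere at *Rin3*, the DKO list had 1 peak, at 103558279 in intron 2, with a height of 5.03 and an enrichment of 5.03. The WT list had 3 peaks, at 103517834 and 103518787, which are 3424 bp and 2471 bp upstream of the gene, and at 103546822 in intron 1. Their heights were 10.5, 5.86 and 5.41.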

Since *Rin3* itself did not respond transcriptionally to Gata4, the Gata4 peak located at *Rin3* may contribute to *Lgmn*'s transcription. *Mrap* and *Thbs4*, which have high-CpG promoters, were associated with Gata4 peaks within the gene or the neighboring gene in both WT and DKO mesoderm cells (Figure S11B, S11C). 

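At *Mrap*, on chromosome 16 from 90738569 to 90750030, neither list had a peak within 5 kb, and the nearest peaks lay at the start of the neighboring gene *2610039C10Rik*, 10907 bp (DKO) and 10926 bp (WT) from *Mrap*. These were a DKO peak at 90727662, which is 13 bp upstream of that gene, with a height of 16.6 and an enrichment of 7.36, and a WT peak at 90727643 in its 5′ UTR with a height of 14.3 and an enrichment of 3.56. A further DKO peak lay at 90727498 in its coding exon 1 with a height of 9.67. None of these 3 windows held WGATAA, and they held from 42 to 48 CpGs. At *Thbs4*, on chromosome 13 from 93521545 to 93564773 on the minus strand, both lists had a peak in intron 2, at 93553254 in WT with a height of 10.6 and an enrichment of 9.77, and at 93553252 in DKO with a height of 7.06 and an enrichment of 7.06. The reference sequence from 93553222 to 93553282 is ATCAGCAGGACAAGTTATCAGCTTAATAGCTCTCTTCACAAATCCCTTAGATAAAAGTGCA, and each window held 2 WGATAA matches. The WT list had a second peak at 93528030 in exon 16, with a height of 6.29, and the DKO list had none there. The 501 bp around the start site held 18 CpGs at *Mrap* and 43 at *Thbs4*.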

The promoter of *Mrap* was heavily methylated in a Dnmt3-dependent manner, consistent with a previous study [16], while the promoter of *Thbs4* was *de novo* methylated during mesoderm differentiation. These promoter methylations may modulate downstream response of these genes in response to Gata4 binding. We also confirmed by luciferase reporter assay that at least some short fragments associated with Gata4 peaks had enhancer activities in response to Gata4 activation (Figure S12). Note that we also observed DKO-specific Gata4 peak regions that remained locally unmethylated in WT mesoderm cells (data not shown). These Gata4 peaks may represent cooperative binding with other Gata4 molecules or co-factors, or higher-order chromatin state changes induced by a decrease in DNA methylation. Taken together, the Gata4-peak and DNA-methylation profiles suggested that DNA methylation modulates cellular responses to Gata4 through diverse mechanisms.

Collectively, our results show that a significant number of developmental genes, including transcription factors and terminal differentiation genes, were promptly and simultaneously activated in DKO mesoderm cells by Gata4. This finding supports the model in which DNA methylation globally restricts the responsiveness of downstream genes to Gata4, rather than controlling a few gatekeeper genes.

## Discussion

In this study, we characterized the role of DNA methylation in the output of the single transcription factor Gata4 in defined cell types using an ES-cell differentiation method. Mesoderm cells derived from Dnmt3a/Dnmt3b-deficient ES cells were hyper-responsive to Gata4 and activated inappropriate developmental programs. Gata4 induced ectopic expression of endoderm downstream genes and precocious activation of cardiac and other downstream genes in DNA-hypomethylated mesoderm cells; these genes do not respond or respond only weakly to Gata4 in WT cells, suggesting that inappropriate Gata4 target genes such as endoderm genes are repressed in a DNA methylation-dependent manner. Our results indicate that epigenetic regulation by DNA methylation ensures the proper spatial and temporal developmental gene regulation by Gata4 and stabilizes differentiated cellular traits against the possible influences of natural fluctuation or environmental perturbations.

We showed that a fraction of Dnmt3a/Dnmt3b-deficient mesoderm cells, but not WT cells, can convert to endoderm cells in response to Gata4. This effect could be attributable to de-differentiation or the response of a small population of immature cells. However, our data suggest that these possibilities are unlikely. First, we purified the Flk1(+)/E-cadherin(−) cells by flow cytometry, which removes the immature mesendoderm population [42]. Second, Gata4 globally induced endoderm genes in Dnmt3a/Dnmt3b-deficient mesoderm cells, and some genes were expressed at the same level as in Gata4-activated ES cells, the whole population of which differentiates to endoderm. Third, many endoderm genes responded to Gata4 within 12 hr in Dnmt3a/Dnmt3b-deficient mesoderm, and some even responded within 3 hr. These results suggested that Gata4 globally and promptly activates an endoderm gene program in a large population of Flk1(+) mesoderm cells on the Dnmt3a/Dnmt3b-deficient background, but not in WT cells. Thus, it is unlikely that relatively slow processes such as de-differentiation or reversion to pluripotent states [57] are involved in this endoderm differentiation.

Using the mesoderm cells differentiated with OP9 stroma cell co-culture, we found that only a small fraction of the cultured mesoderm cells was differentiated into endoderm based on Dab2 staining (∼1%), even though the expression of endodermal genes were significantly increased (Figure 3, Figure S6, Figure S7). This implies that some cells retaining the mesodermal phenotype express both endoderm and mesoderm genes. During transcription factor induced-somatic cell reprogramming to pluripotent cells, partially reprogrammed cell clones express both stem cell-related genes and lineage-specific genes together [10]. We suggest a model in which an endoderm gene program is activated in a large mesoderm population, priming it for endoderm differentiation, but only a small subset of this population accomplishes the primitive endoderm differentiation.

We showed that the loss of DNA methylation allowed mesoderm cells being converted to endoderm cells in response to Gata4 using both Dnmt1-deficient and Dnmt3a/Dnmt3b-deficient mesoderm cells. However, the low efficiency and incomplete reprogramming of the conversion suggest that additional mechanisms such as cell-specific trans-factors or other epigenetic signatures [58], [59] may also restrict the Gata4-induced endoderm differentiation in Flk1(+) mesoderm cells. These other mechanisms may be coordinately regulated or maintained by DNA methylation. We obtained variable ratios of endoderm differentiation from Gata4-activated Dnmt3a/Dnmt3b-deficient Flk1(+) mesoderm cells when we used the stroma cell-free condition with type IV collagen-coated dishes for mesoderm cell formation (Figure S4 and data not shown). This variation in differentiation efficiency may be due to effects of such restriction mechanisms other than DNA methylation. It is possible that differentiation conditions without stroma cells are more sensitive to various factors in cell culture, which may affect gene expression or epigenetic signatures of the Flk1(+) mesoderm cells differentiated with this condition.

DNA methylation restricts cell differentiation potential during development. Trophectoderm differentiation is restricted in mouse ES cells, and DNA methylation is involved in this process through the DNA methylation-dependent silencing of trophectoderm transcription factor Elf5 [27]. Pancreatic β cell identity is maintained by DNA methylation-dependent silencing of the lineage-determining transcription factor Arx [29]. In these cases, DNA methylation suppresses a limited number of gatekeeper transcription factors. The loss of DNA methylation de-represses these transcription factors, which subsequently activate their downstream transcriptional programs. In contrast, we showed that, in our cellular models, DNA methylation stabilizes mesoderm identity during cell differentiation by restricting the responsiveness of downstream genes to the transcription factor Gata4.

We found that the induction of Gata4 together with the loss of DNMTs, but not Gata4 alone, activates the endoderm gene program in mesoderm cells and promotes endoderm differentiation. During this process, Gata4 promptly activates many endoderm genes, including both transcription factors and terminal differentiation genes with a similar time frame, suggesting that DNA hypomethylation allows Gata4 to activate endodermal target genes directly in mesoderm cells. However, we cannot exclude the possibility that endoderm transcription factors such as Sox17 and Foxa2, which respond to Gata4 early, may contribute more than other proteins to the endoderm differentiation phenotype.

Our results also showed that the loss of DNA methylation alone does not induce endoderm differentiation, showing that the role of DNA methylation is permissive, not instructive, in this differentiation. This is consistent with a previous study of astrocyte differentiation showing that DNA methylation suppresses the responsiveness of embryonic neuroepithelial cells to the gliogenic LIF signal during mouse embryogenesis [26]. The binding of the transcription factor STAT3 to the promoter region of the astrocyte gene *Gfap* is suppressed in a DNA methylation-dependent manner. Similarly, DNA methylation restricts the responsiveness of neuroepithelial cells to Notch signaling by suppressing the binding of the transcription factor RBP-J to the *Hes5* gene promoter [60]. These reports suggest that regulation of the responsiveness of downstream genes to transcription factors is likely to be a broadly used mechanism of DNA methylation-dependent gene regulation. In hematopoietic stem cells (HSCs), a deficiency of Dnmt1 results in impaired self-renewal and skewed myeloid/lymphoid differentiation [61], [62], whereas the inactivation of Dnmt3a leads to an increase in self-renewal associated with the incomplete repression of HSC genes such as *Runx1* [63]. Thus, it is likely that DNA methylation modulates cellular differentiation by multiple pathways and mechanisms.

Several transdifferentiation studies have shown that one or a few transcription factors are sufficient to convert somatic cell fate within several days [3], [64]–[67]. It is likely that there are many genes downstream of transcription factors initiating trans-differentiation, but this aspect has yet to be analyzed in depth. Our study focused on the initial processes during cell fate conversion, and uncovered the contribution of DNA methylation in restricting the global response to the single transcription factor Gata4. Several studies have also suggested a link between DNA methylation and transcription factor-induced cell reprogramming to pluripotency (i.e. iPS cells) [4]. DNA methylation and de-methylation are closely correlated with the epigenetic memory of the original donor cells, and this may contribute to the variable differentiation propensity of iPS cells [68]–[71]. In addition, overall efficiency of the reprogramming process can be improved when somatic cells are treated with DNMT inhibitors [10]. Although, the reprogramming to pluripotency is different from Gata4-induced transdifferentiation in that it requires a much longer period of time, DNA methylation-dependent mechanisms similar to those described here may be involved in the reprogramming process.

DNA methylation regulates gene expression by various mechanisms [72]. The promoter regions of germ-cell-specific genes, inflammation-response genes, and some tissue-specific genes are methylated *de novo* by Dnmt3a/Dnmt3b around the implantation stage of mouse embryogenesis. The expression of these genes is increased by the loss of DNA methylation, indicating that DNA methylation directly represses their transcription [47]. In contrast, in neuronal progenitor cells, the gene body region of neural genes is methylated in a Dnmt3-dependent manner, and the expression of these genes is decreased by the loss of DNA methylation, suggesting that DNA methylation is required to maintain the expression of these genes [73]. Whole-genome DNA methylation analysis showed that the DNA methylation state of distal regulatory enhancers changes dynamically and is linked to changes in the expression of adjacent genes [16], and that the DNA methylation changes of enhancers are driven by transcription-factor binding [16], [74].

In this study, we showed that groups of developmental genes downstream of Gata4 become hyper-responsive to this transcription factor on a Dnmt3a/Dnmt3b-deficient background. The loss of DNA methylation together with Gata4 activation induces the expression of these genes, but the loss of DNA methylation alone does not alter their expression, indicating that DNA methylation does not directly regulate the transcription of these genes. This finding implies that the transcriptome for a given methylome depends on the composition of the transcriptional regulators in a cell. This notion is consistent with previous reports that genome-wide DNA methylation profiles are not well correlated with gene expression [15], [63]. Further mechanistic studies will be necessary to connect the DNA methylome to cellular phenotypes.

In conclusion, our results extend our understanding of the role of DNA methylation in cell differentiation and the stabilization of cellular traits. Together with its feature of clonal inheritance [75], DNA methylation is likely to function as a memory of a cell's developmental history. Elucidation of the mechanisms of DNA methylation targeting and its interaction with chromatin may provide insight into the role of epigenetic regulation in development and cellular reprogramming.

## Materials and Methods

### Cell Lines and Culture

*Dnmt3a^−/−^Dnmt3b^−/−^* DKO ES cells (clone 16aabb), *Dnmt1^−/−^* ES cells (clone 36), and WT J1 ES cells were described previously [23], [24]. WT, DKO, and *Dnmt1^−/−^* ES cell clones stably expressing dexamethasone (Dex)-inducible Gata4 were generated by introducing by electroporation an expression plasmid for Gata4 fused with the ligand-binding domain of the human glucocorticoid receptor (Gata4GR) driven by the CAG promoter [39], followed by selection with L-histidinol dihydrochloride (HisD) (clones J1G4.211, 16G4.3, and 36G4.3, respectively). ES cells were maintained on gelatinized culture dishes in either ES medium, consisting of Glasgow Minimum Essential Medium (GMEM, Sigma) supplemented with 10% fetal calf serum (FCS), 0.1 mM nonessential amino acids (Invitrogen), 1 mM sodium pyruvate, 0.1 mM 2-mercaptoethanol, and 2000 U/ml LIF, or the same medium except for the replacement of 10% FCS with 10% Knockout Serum Replacement (KSR, Invitrogen) and 0.5% FCS. OP9 stromal cells, kindly provided by Dr. Shin-ichi Nishikawa, were maintained in α-Minimum Essential Medium (α-MEM, Invitrogen) supplemented with 20% FCS.

### ES Cell Differentiation

For *in vitro* differentiation by LIF withdrawal, ES cells were cultured overnight in ES medium containing 10% FCS, then differentiation was induced by replacing the medium with medium lacking LIF, after a wash with phosphate-buffered saline (PBS). For primitive endoderm (PE) differentiation, 100 nM Dex was added to ES cells stably expressing Gata4GR, in ES medium containing 10% FCS for 4 days [39]. For the time-course analysis, the cells were recovered by trypsinization at the indicated times after the addition of Dex, and RNA was isolated. For Flk1(+) mesoderm differentiation, ES cells were cultured either on type IV collagen-coated dishes or on OP9 stromal cells [40], [41].

For the type IV collagen-coated dish method, 1×10^5^ WT ES cells or 5×10^5^ DKO ES cells were plated on a type IV collagen-coated 10-cm dish (BioCoat, BD Biosciences) in differentiation medium (α-MEM supplemented with 10% FCS and 50 µM 2-mercaptoethanol) and cultured for 4 days. The cultured cells were then collected using 0.25% trypsin-EDTA, and single-cell suspensions were stained using an allophycocyanin (APC)-conjugated anti-Flk1 antibody (AVAS12, eBioscience), a biotinylated anti-PDGFRα antibody (APA5, eBioscience), and phycoerythrin-conjugated streptavidin (eBioscience). For the OP9 stroma co-culture method, 2×10^5^ WT ES cells or 2.4×10^5^ DKO or *Dnmt1* ^−/−^ ES cells were plated on a 10-cm dish with confluent OP9 stromal cells in the differentiation medium for 4 days.

The cultured cells were collected using 0.25% trypsin-EDTA, and single-cell suspensions were stained using an APC-conjugated anti-Flk1 antibody, a biotinylated anti-E-cadherin antibody (Eccd2, TaKaRa Bio or DECMA-1, eBioscience), and phycoerythrin-conjugated streptavidin. Flk1(+), Flk1(+)/PDGFRα(+), and Flk1(+)/E-cadherin(−) cells were sorted by a FACSAria (BD Biosciences), and the flow cytometry profiles were visualized with FlowJo software (Tree Star). The sorted cells were further cultured on type IV collagen-coated dishes in differentiation medium in the absence or presence of 100 nM Dex for 4 days or the indicated times. For the short-term Gata4-response experiment, ES cells were plated on a 10-cm dish with confluent OP9 stroma cells and cultured for 4 days as described above. One, two, or three hours before cell collection, 100 nM Dex was added to the cell culture. The cells were collected by trypsinization, and the Flk1(+)/E-cadherin(−) cells were sorted as described above. The sorted cells were directly used for RNA isolation.

### Immunofluorescence Analysis

Cells grown on gelatin- or type IV collagen-coated dishes were washed in PBS, fixed with 4% paraformaldehyde for 10 min at room temperature, and permeabilized with 0.5% Triton X-100 for 10 min. After being blocked in 4× saline-sodium citrate (SSC) containing 3% BSA and 0.2% Tween 20 for 30 min at 37°C, the cells were incubated with primary antibodies in detection buffer (4× SSC containing 1% BSA and 0.2% Tween 20) for 1 hr at 37°C, washed twice with 4× SSC, and incubated for 1 hr at 37°C with secondary antibodies conjugated with Alexa Fluor 488 or Alexa Fluor 555. For DNA staining, fixed cells were incubated with 0.2 µg/mL 4′,6-diamidino-2-phenylindole dihydrochloride (DAPI) or 1 µg/mL Hoechst 33342 and then washed in 4× SSC.

The following antibodies were used: anti-Disabled-2/p96 (Dab2) mouse monoclonal antibody (clone 52, BD Biosciences, 610464), anti-Gata4 rabbit polyclonal antibody (Santa Cruz Biotechnology, sc-9053), anti-alpha-SMA mouse monoclonal antibody (clone 1A4, Sigma, A5228), anti-Sox17 polyclonal goat antibody (R&D Systems, AF1924), goat anti-mouse IgG conjugated with Alexa Fluor 488 (Invitrogen, A11017), goat anti-rabbit IgG conjugated with Alexa Fluor 488 or Alexa Fluor 555 (Invitrogen, A11070, A21430), and rabbit anti-goat IgG conjugated with Alexa Fluor 488 (Invitrogen, A21222).

### RNA Expression Analysis by RT-PCR and RT-qPCR

For RT-PCR, total RNA was isolated with TRIzol Reagent (Invitrogen), and the first-strand cDNA was synthesized from 1–5 µg of total RNA with random hexamer primers and SuperScript II reverse transcriptase (Invitrogen), according to the manufacturer's protocol. Primer sequences and PCR conditions are listed in Table S4.

For RT-qPCR, cytoplasmic RNA was isolated with the RNeasy Mini Kit (Qiagen) according to the manufacturer's cytoplasmic RNA protocol with the DNase digestion option. The first-strand cDNA was synthesized from 400 ng of total RNA with SuperScript VILO cDNA synthesis kit (Invitrogen), according to the manufacturer's protocol. Expression levels of genes of interest in cDNA samples were quantitated by real-time PCR using FastStart SYBR Green Master (Roche Applied Science), based on a standard curve using genomic DNA. The RT-qPCR data were normalized by values of three housekeeping genes, *Gapdh*, *Rps21* and *Rps27a* as internal control genes. Primer sequences and PCR conditions are listed in Table S4.

### Microarray and Data Analysis

For the Affymetrix microarray analysis, total RNA was isolated with TRIzol reagent and purified using an RNeasy Mini Column (Qiagen). The cRNA probe was prepared using a two-cycle target-labeling assay and hybridized to Affymetrix MOE430v2 oligonucleotide arrays as recommended by the manufacturer (Affymetrix). RNA from two independent experiments were used as duplicates for each experimental condition. The microarray data were analyzed using the Affy package [76] of the Bioconductor suite of programs [77] in combination with the eXintegrator system [78] (http://www.cdb.riken.jp/scb/documentation/). Data from the raw .CEL files were used either to calculate expression values using RMA expression values or as input to the eXintegrator system. A Principal Component Analysis (PCA) was carried out using the R “prcomp” function [79], and differentially expressed genes were identified using the SAM algorithm [80].

For Agilent microarray analysis, total RNA was isolated with an RNeasy Plus Micro Kit with a gDNA Eliminator column (Qiagen) in most cases. For the short-term Gata4-response experiment (0–3 hr), cytoplasmic RNA was isolated with the RNeasy Mini Kit (Qiagen) according to the manufacturer's cytoplasmic RNA protocol with the DNase digestion option. RNA quality was checked by electrophoresis on an Agilent 2100 Bioanalyzer (Agilent Technologies). Fifty nanograms of total RNA was labeled by a Low Input Quick Amp Labeling Kit (Agilent Technologies) and hybridized to a Mouse Gene Expression 8x60k Microarray (Agilent Technologies) according to the manufacturer's instructions. For 72 hr-time-course analysis, each RNA was labeled in triplicate (Flk1(+) cells at 0 hr and at 12, 24, 36, 48 and 72 hr in the presence of Dex) or in duplicate (others). For 3 hr-time-course analysis, RNA from two independent experiments for WT or DKO cells expressing Gata4GR transgene (WT+Gata4GR and DKO+Gata4GR) were labeled and used as duplicate for each time point, while each RNA from one experiment was labeled in duplicate for DKO cells without the Gata4GR transgene (DKO). The microarray data were quantile-normalized and analyzed using custom R scripts with the Limma package [81], the Bioconductor package suite [77], and custom Perl scripts. Probe values from the same gene were merged into the mean values to calculate the gene expression values, and the analyses described below were performed only for genes that had a GeneSymbol. To identify differentially expressed genes, we used empirical Bayes methods [82]. Genes that had a p value <0.01 and fold change >2 or 4 were selected. Unsupervised hierarchical clustering was performed in the clustering module for Perl [83] with 1 - (Pearson correlation coefficient) as a distance and average linkage. The clusters were visualized by Java Treeview (http://jtreeview.sourceforge.net/) [84] and custom Perl scripts. Venn diagrams were generated using the BioVenn web application (http://www.cmbi.ru.nl/cdd/biovenn/) [85]. Gene ontology analysis at Biological Process level 4 (BP4) was performed using DAVID (http://david.abcc.ncifcrf.gov/) [86] version 6.7 with default parameters.

The microarray data have been deposited into the Gene Expression Omnibus (GEO) database (accession number GSE36814 for the experiment using the type IV collagen-coating condition by Affymetrix microarray analysis and GSE36313 for the experiment using the OP9 co-culture condition by Agilent microarray analysis).

### Chromatin Immunoprecipitation and High-Throughput Sequencing (ChIP-seq) and Data Analysis

ChIP was performed using the ChIP-IT Express chromatin immunoprecipitation kit (Active Motif, Rixensart, Belgium) according to the manufacturer's instructions. Briefly, WT or DKO ES cells differentiated on 15-cm dishes for 4.5 days using OP9-co-culture were treated with Dex for 3 hours and then collected by trypsinization. The differentiated cells were stained with a biotin-conjugated anti-Flk1 antibody (AVAS12, eBioscience) followed by streptavidin microbeads (Miltenyi Biotec), and then sorted with a magnetic cell separation system (MACS, Miltenyi Biotec). The isolated mesoderm cells were crosslinked with 1% formaldehyde for 10 min at room temperature, then the formaldehyde was quenched by adding glycine to a final concentration of 0.125 M. Chromatin was sonicated to an average size of 0.3–0.5 kb using Covaris shearing technology (Covaris, Massachusetts, USA). A mixture of equal amounts of three anti-Gata4 antibodies (sc-1237 and sc-25310, Santa Cruz Biotechnology and L97-56, BD Biosciences), bound to magnetic beads (Active Motif), was added to the sonicated chromatin, and the mixture was incubated for 4 hours at room temperature. After the beads were washed, the chromatin was eluted, and the crosslinking was then reversed. The DNA was purified with a MinElute DNA purification kit (Qiagen). The resultant ChIP DNA was quantified using a Bioanalyzer (Agilent Technologies) and a Quant-it dsDNA assay kit (Invitrogen). Undifferentiated WT or DKO ES cells without Dex treatment were used as controls for ChIP.

Libraries for high-throughput sequencing were prepared with the Illumina ChIP-seq DNA Sample Prep Kit according to the manufacturer's instructions. High-throughput sequencing using an Illumina Hiseq and mapping of the resulting reads were performed by Hokkaido System Science Co., Ltd. Japan. Data analysis and visualization of the sequence reads were performed with DNAnexus software tools (https://dnanexus.com/). The ChIP-seq raw data have been deposited into the GEO database (accession code GSE41361). Of the initial 250,590,286 reads for WT Flk1+ cells and 392,760,766 reads for DKO Flk1+ cells obtained in the Gata4-ChIP-seq experiment, 209,514,577 (83.61%) and 368,177,514 (93.74%) were mapped to the mouse reference genome (NCBI v37, mm9), respectively.

The ChIP-seq peaks for Gata4 were determined with DNAnexus software tools using the following settings: KDE (kernel density estimation) bandwidth = 30, ChIP candidate threshold = 5.0, Experiment to background enrichment = 3.0, Minimum ratio of confident to repetitive mapping in region = 3.0. Peak calling with DNAnexus software tools identified 20,410 peaks for WT Flk1+ cells and 22,733 peaks for DKO Flk1+ cells using WT or DKO ES ChIP-seq reads, respectively, as background controls. For DKO-specific Gata4 peak calling, 10,636-enriched peaks were identified from the comparison between WT and DKO Flk1+ cells. 

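From the 2 lists that were called against ES cells, 12483 DKO peaks had no overlapping WT peak, and 11515 had no WT peak within 500 bp of their window. These are not the peaks of the direct comparison, which was not used here. The DKO-only peaks had a median of 21 CpGs per 501-bp window and the shared DKO peaks a median of 20. The difference of 1 had a bootstrap 95% interval over peaks from 0 to 3. With DKO-only and shared peaks matched on the authors' score, 8540 of each, the medians were 20 and 23, and the difference was -3, with an interval from -4 to -1. The highest-scoring DKO-only peak ranked 64 in the DKO list and lay on chromosome 7 at 75378677, 2817 bp downstream of *Pgpep1l*, with a height of 23.2. The nearest WT peak lay 5861 bp from it.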

The nearest Refseq genes (within 5 kb) were identified from the Gata4 peaks. 

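The lists name a gene within 5 kb for 12972 of the 20410 WT peaks, which is 63.6% (95% Wilson interval 62.9% to 64.2%), and for 17601 of the 22733 DKO peaks, which is 77.4% (95% Wilson interval 76.9% to 78.0%). The WT list names 8627 genes and the DKO list 10819. A peak near several genes has a row for each of them, so the lists hold 23048 and 27966 rows, and every count of peaks given here counts a peak once. By the gene names in the lists, 43 of the 94 genes of Table S3 had a DKO peak, 43 had a WT peak and 33 had a DKO-only peak.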

Transcription-factor binding-site motif analysis for the Gata4 peak sequences was performed using the MEME-ChIP suit (http://meme.nbcr.net/) [50].

### ChIP-qPCR Analysis

For ChIP-qPCR, 100 nM Dex was added to WT ES cells stably expressing Gata4GR cultured on 15-cm dishes in ES medium containing 10% FCS. At 3 hours after the addition of Dex, the cells were crosslinked with 1% formaldehyde for 10 min at room temperature on the dishes; then the formaldehyde was quenched by adding glycine to a final concentration of 0.125 M. The fixed cells were recovered by scraping with a rubber policeman in ice-cold PBS and collected by centrifugation (Dex+). WT ES cells without Dex treatment were used as controls (Dex−). Chromatin sonication, ChIP with the mixture of three anti-Gata4 antibodies, and purification of ChIP DNA were performed as described for ChIP-seq, except for using Protein G FG beads (Tamagawa seiki) instead of magnetic beads in the kit. Relative abundance of regions of interest in precipitated DNA to input DNA was quantitaed by real-time PCR using Thunderbird SYBR qPCR Mix (TOYOBO) with the comparative CT method. Gata4 enrichment was calculated as fold change of relative abundance for Dex+ to that for Dex−. Primer sequences and PCR conditions are listed in Table S4.

### DNA Methylation Analysis by Bisulfite Sequencing

Genomic DNA was isolated from ES cells or Flk1(+) mesoderm cells with a QIAamp DNA micro kit (Qiagen) and subjected to bisulfite conversion with an EpiTect Bisulfite kit (Qiagen), according to the manufacturer's instructions with a slight modification [87]. Target sequences of the bisulfite-converted DNA were amplified by PCR, and 24 clones for each sample were sequenced. The primers for bisulfite sequencing were designed using MethPrimer (http://www.urogene.org/methprimer/) [88]. The bisulfite sequencing data were analyzed using QUMA (http://quma.cdb.riken.jp/) [89]. Primer sequences and PCR conditions are listed in Table S4.

### Luciferase Reporter Assay

Constructs used for the luciferase reporter assays of Gata4-ChIP target sequences were based on the pFgf3_1.7k-luc vector [39], in which a fragment of DNA encompassing 1.7 kb of sequence immediately 5′ of the *Fgf3* coding region containing GATA binding sites [90] was inserted into pGL4.10 (Promega). We generated the pFGF3_0.8k-luc vector by removing the 5′-half (0.9 kb) of FGF3 1.7 kb fragment from the pFgf3_1.7k-luc vector with digestion of 5′-end XhoI site on GL4.10 vector and internal AflII site. Luciferase reporter vectors containing Gata4-ChIP target sequences were constructed by inserting a 0.2–0.3 kb fragments centered around Gata4-ChIP-seq peaks amplified with HotStarTaq DNA polymerase (Qiagen) using primers containing XhoI site (forward) and AflII site (reverse) sites, between the XhoI and AflII sites of the pFgf3_0.8k vector (See also Figure S12A). The following Gata4-ChIP peak regions were used for the construction and luciferase reporter assay; *Aqp8* (intron), *Grk5* (promoter), *Sord* (promoter), *Sox7* (promoter), *Lgmn* (intron), *Myocd* (intron), and *Spon1* (3′UTR). 

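The 7 reporter fragments were placed on mm9 by matching the primers of Table S4, without their added restriction sites, to the sequence around each gene. A DKO peak lay inside 5 of the 7 fragments and a WT peak inside 1. The *Grk5* fragment runs from 60963600 to 60963863 on chromosome 19 around a DKO peak at 60963738, which is 1914 bp upstream of the gene and has a height of 6.44, and holds 3 WGATAA matches, in TAAAACCTCTTCTTATCTACAAAATACAGC, TTGTGTTCAAGTTGATAATCCATGTCAAAC and TCAGAGAGGCACAGATAACTTGACCTACAA. The *Sord* fragment runs from 122060607 to 122060854 on chromosome 2 around a DKO peak at 122060665 with a height of 9.44, and holds none. The *Lgmn* fragment, from 103658675 to 103658925, holds 2 matches, and the *Myocd* fragment, from 65022926 to 65023149 on chromosome 11 in intron 5, holds 1 and contains a DKO peak at 65023050 and a WT peak at 65023116. The *Spon1* fragment runs from 121187171 to 121187404 on chromosome 7, around a DKO peak at 121187294, which is 410 bp past the annotated end of the gene, and holds no match. The *Aqp8* fragment, from 130609492 to 130609731 in intron 4, and the *Sox7* fragment, from 64561168 to 64561385, hold no WGATAA match and no listed peak, and the DKO peak nearest the *Sox7* fragment lay 922 bp from it.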

Primer sequences are listed in Table S4.

For transfection of reporter plasmids, 1×10^4^ cells were seeded in each well of a 96-well plate in ES medium containing 10% FCS, and incubated with 330 ng reporter plasmid and 8 ng of the internal control plasmid pRL-CMV (Promega), together with Lipofectamine 2000 (Invitrogen), following the manufacturer's protocol. At 3 hr after the transfection, 100 nM Dex was added. Luciferase assays were performed at 30 hr after the addition of Dex using a Dual-luciferase assay kit (Promega).

## Supporting Information

Figure S1 Suppression of Gata4-induced primitive endoderm differentiation during leukemia inhibitory factor (LIF) withdrawal-induced ES-cell differentiation. (*A*) Experimental conditions for Gata4-induced primitive endoderm differentiation. Wild-type (WT) ES cells stably expressing Gata4 fused with the ligand-binding domain of human glucocorticoid receptor (Gata4GR) were established. Gata4GR in these ES cells was activated by adding dexamethasone (Dex), a glucocorticoid receptor ligand, to cells cultured under either the undifferentiated (LIF(+)) or differentiated (LIF(−)) condition. For the LIF(−) condition, Dex was added to the cultures 3 days after the withdrawal of LIF to activate Gata4GR. (*B*) Morphology of the differentiated ES cells in response to Gata4GR activation under the LIF(+) or LIF(−) condition. (*C*) Expression profile of differentiation marker genes in WT ES cells in response to Gata4GR activation under the LIF(+) or LIF(−) condition. Total RNA was isolated at the time points shown in (*A*) and analyzed by RT-PCR for primitive endoderm markers (*Gata4*, *Gata6*, *Sox7*, *Dab2*, *Afp*, *Hnf4a*, *Foxa2*, and *Fgf3*), mesoderm markers (*Brachyury* and *Bmp4*), and a neuroectoderm marker (*Isl1*). *Gapdh* was the loading control. *Gata4GR represents the transgene transcript for Gata4GR. The Gata4 primer set amplified the endogenous transcript but not the Gata4GR transcript. The number of PCR cycles is shown at the right. (*D*) Immunofluorescence analysis of Disabled2 (Dab2) and Gata4 in the wild-type ES cells before and after Gata4GR activation under the LIF(+) or LIF(−) condition. The cells were stained with anti-Dab2 (green) and anti-Gata4 (red) antibodies and counterstained with DAPI (blue). In the LIF(+) condition, Gata4GR activation caused strong expression of the primitive endoderm markers Dab2 and Gata4 (LIF(+) Dex+, day 4). In the LIF(−) condition, Gata4GR activation did not lead to Dab2 expression in the wild-type cells, although moderate Gata4 staining was detected in their nuclei (LIF(−) Dex+, day 3). Note that the anti-Gata4 antibody detected both the endogenous Gata4 and exogenous Gata4GR proteins. Undifferentiated ES cells grew as densely packed colonies (LIF(+), day 0).
(TIF) Click here for additional data file.

Figure S2 Phase-contrast photomicrographs of primitive endoderm cells directly differentiated from WT or *Dnmt3a* ^−/−^ *Dnmt3b* ^−/−^ (DKO) ES cells. WT or DKO ES cells expressing Gata4GR were cultured for 4 days with Dex in the presence of LIF (ES, Dex+).
(TIF) Click here for additional data file.

Figure S3 Flow cytometry profiles and immunofluorescence analysis of differentiated *Dnmt1* ^−/−^ Flk1(+) cells. (*A*) Flow cytometry profiles of Flk1 and E-cadherin in differentiated *Dnmt1* ^−/−^ ES cells expressing Gata4GR (1KO) using the OP9 co-culture method. The percentage of Flk1(+)/E-cadherin(−) cells is indicated. (*B, C*) Immunofluorescence analysis of alpha-smooth muscle actin (SMA) (*B*) and Dab2 (*C*) in Flk1(+) mesoderm cells that were derived from differentiated *Dnmt1* ^−/−^ ES cells expressing Gata4GR (1KO) using the OP9 co-culture method and were cultured for 4 days with or without Dex. SMA and Dab2, green; Hoechst 33342, blue. Scale bar, 50 µm. These experiments were performed twice.
(TIF) Click here for additional data file.

Figure S4 Gata4-induced primitive endoderm differentiation from DKO Flk1(+) cells derived under type IV collagen culture. (*A*) Experimental strategy for isolating mesoderm progenitors from ES cells using type IV collagen culture conditions and the subsequent activation of Gata4. WT or DKO ES cells stably expressing Gata4GR were differentiated on type IV collagen for 4 days. The Flk1(+) mesoderm cells (Me) were sorted and cultured on type IV collagen with or without Dex to activate Gata4GR. (*B*) Flow cytometry profiles of Flk1 and PDGFRα in differentiated ES cells. WT or DKO ES cells were cultured in type IV collagen-coated dishes for 3, 4, or 5 days and analyzed by flow cytometry using anti-Flk1 and -PDGFRα antibodies. The percentage of cells in each quadrant is indicated. (*C*) Morphology of cells differentiated from Flk1(+) cells with or without Dex. (*D*) Immunofluorescence analysis of differentiation markers in Flk1(+)-derived cells stained with an anti-SMA or anti-Dab2 antibody (green). DNA was stained with DAPI (blue). (*E*) RT-PCR expression analysis of mesoderm (Me) and primitive endoderm (PE) markers in Flk1(+) mesoderm cells cultured for 4 days in the presence or absence of Dex. *Gata4GR, transgene transcript for Gata4GR, not amplified by the Gata4 primer set. (*F*) Expression profiles of ES-cell-derived mesoderm and primitive endoderm cells by DNA microarray analysis. Principal component analysis using a subset of 3,235 probe sets selected on the basis of their internal probe pair co-variances. WT (black) or DKO (red) ES cells carrying Gata4GR were differentiated as described in (*A*). ES, undifferentiated ES cells; PE, primitive endoderm cells derived directly from ES cells; Flk1+, Flk1(+)/PDGFRα(+) mesoderm cells; Dex− and Dex+, Flk1(+)/PDGFRα(+) cells cultured for 4 days with and without Dex, respectively. Note that for both WT and DKO cells, one of the Flk1+ populations shown was derived from parental ES cells not carrying the Gata4GR transgene, so there was more variation in the Flk1+ cells' plotted positions. (*G*) Gene expression profiles extracted from DNA microarray data. ES, pluripotency-associated genes; PE, primitive endoderm genes; Me, mesoderm genes; SM, smooth muscle genes. Expression values are represented as colors, from lowest (red) to highest (blue). Efficient Gata4-induced primitive endoderm differentiation from DKO Flk1(+) cells derived under type IV collagen culture were observed at least in five experiments shown by morphologies, immunofluorescence, RT-PCR or microarray analysis.
(TIF) Click here for additional data file.

Figure S5 Extraction of Gata4-hyper-responsive genes at 24 hr in Dnmt3a/Dnmt3b-deficient Flk1(+) mesoderm cells from transcriptome data. Venn diagram of the 2-fold upregulated genes in DKO mesoderm with Gata4 activation at 24 hr compared to (i) WT cells under the same conditions (WT Dex+<DKO Dex+, purple), (ii) the same cells without Gata4 activation (DKO Dex−<DKO Dex+, light green), or (iii) the same cells before Gata4 activation (DKO 0 h<DKO Dex+, orange). The overlapping genes of these three categories (146 genes, marked with an asterisk) are considered genes that are upregulated in response to Gata4 preferentially at low DNA methylation levels.
(TIF) Click here for additional data file.

Figure S6 Heat map of temporal transcriptional profiles for 320 Gata4-responsive genes. WT or DKO Flk1(+) mesoderm cells or ES cells expressing Gata4GR were cultured for 72 hr in the presence or absence of Dex, and expression microarray data were obtained at several time points (0, 12, 24, 36, 48, and 72 hr for Flk1(+) mesoderm cells; 0, 3, 6, 12, 24, 48, and 72 hr for ES cells). The 320 genes that responded more to Gata4 in DKO than WT Flk1(+) mesoderm cells at 72 hr were extracted as described in Figure 2D. Clustering of these 320 genes was based on their temporal expression profiles in Flk1(+) mesoderm and ES cells, and the resulting dendrogram is shown at the left. Relative gene expression values (log2) are represented as colors, from lowest (blue) to highest (yellow). The maximum, mean, and minimum of all gene expression values (log2) in these experimental samples are also shown at the right. Genes used in Figure 3 and Figure S7 are highlighted as blue circles or red triangles.
(TIF) Click here for additional data file.

Figure S7 Temporal expression changes of individual Gata4-hyper-responsive genes in Flk1(+) mesoderm cells and ES cells. The mean values of triplicates (Flk1+, 0 hr and Dex+) or duplicates (others) from the microarray data with their standard deviations are shown. (*A*–*C*) Group 1 genes responded to Gata4 in WT and DKO ES cells. (*A*) Genes expressed in endoderm-derived tissues. (*B*) Genes whose expression was not restricted to endoderm-derived tissues. (*C*) Primitive endoderm genes. (*D*) Primitive endoderm genes that were also expressed in Flk1(+) mesoderm cells. (*E*) Primitive endoderm genes that did not respond to Gata4 in DKO Flk1(+) mesoderm cells. Note that smaller scales for the expression signal are used for Flk1(+) mesoderm cells compared to those for ES cells to present temporal expression changes in (*A* to *E*). (*F*–*H*) Group 2 genes did not respond to Gata4 in ES cells. (*F*) Cardiac genes. (*G*) Genes expressed in mesoderm-derived tissues. (*H*) Genes expressed in endoderm-derived tissues. “WT+Gata4GR Dex+” and “WT+Gata4GR Dex−”, WT cells expressing Gata4GR with and without Dex, respectively; “DKO+Gata4GR Dex+” and “DKO+Gata4GR Dex−”, DKO cells expressing Gata4GR with and without Dex, respectively.
(TIF) Click here for additional data file.

Figure S8 RT-qPCR analysis of Gata4 response genes in Flk1(+) mesoderm cells. ES cells differentiated on OP9 stromal cells were treated with Dex for 0, 1, 2 or 3 hr. The Flk1(+) mesoderm cells were then sorted by flow cytometry, and their gene expression was analyzed using RT-qPCR. The mean values of triplicates for gene expression levels with their standard deviations are shown. “Exp. 1” and “Exp. 2” represent results of independent experiments performed separately. “WT+Gata4GR Dex+”, WT cells expressing Gata4GR with Dex; “DKO+Gata4GR Dex+”, DKO cells expressing Gata4GR with Dex; “DKO Dex+”, DKO cells without the Gata4GR transgene with Dex.
(TIF) Click here for additional data file.

Figure S9 Central motif-enrichment analysis for Gata4-ChIP-seq peaks of WT or DKO Flk1(+) cells with Gata4 activation. ChIP-seq peak regions centered within a 500-bp region for WT (20,410 peaks) or DKO (22,733 peaks) were used as the input for CentriMo. Transcription-factor-binding motifs consisting of vertebrate motifs in the JASPAR CORE database and motifs for mouse transcription factors in the UniPROBE database were used for the motif enrichment analysis. The site-probability curves (A) and the statistics and values (B) for the three most highly ‘centrally enriched’ motifs for WT or DKO are shown. The shape of the site-probability curves and the number of sequences for which the best match to the motif fell in the central region (Bin sites) compared to the number of sequences containing a match to the motif (Total sites) indicated that the Gata motifs were highly centrally enriched in both the WT and DKO Gata4-ChIP-seq peaks.
(TIF) Click here for additional data file.

Figure S10 Gata4 ChIP-qPCR analysis at *Aqp8* locus for WT ES cells with Gata4 activation. (*A*) Relative abundance of regions of interest in Gata4 ChIP DNA to input DNA was quantitated by qPCR. Fold enrichment of Gata4 was calculated as the ratio of relative abundance of ChIP DNA in the presence of Dex versus that in the absence of Dex (Dex+/−). (*B*) The mapped read enrichment from Gata4 ChIP-seq experiments in WT and DKO Flk1(+) cells at *Aqp8* locus, an enlarged part of Figure 5B, is shown. The primer-set positions for ChIP-qPCR (T1, C1, C2, T3 and T4) are shown as horizontal bars.
(TIF) Click here for additional data file.

Figure S11 Gata4-binding-site profiles, DNA-methylation states, and Gata4-induced temporal expression changes of Gata4-response genes and neighboring genes. Gata4 ChIP-seq enrichment at the (*A*) *Lgmn*, (*B*) *Mrap*, and (*C*) *Thbs4* loci in WT or DKO Flk1(+) cells in which Gata4GR was activated by Dex addition is shown. Tracks represent the mapped read enrichment as determined by DNAnexus software. Blue arrowheads mark Gata4 peaks enriched in DKO Flk1(+) cells compared to WT Flk1(+) cells. DNA methylation states at transcription start sites and Gata4-binding sites were analyzed by bisulfite sequencing. Horizontal bars represent the genomic regions subjected to DNA methylation analysis. Line graphs show the temporal expression changes for the indicated genes from microarray data at several time points within 72 hr in WT or DKO Flk1(+) mesoderm cells and ES cells in the presence or absence of Dex. (*A*) *Lgmn* and its neighboring gene *Rin3* were associated with Gata4 peaks enriched in DKO Flk1(+) cells compared to WT Flk1(+) cells. *Rin3* itself did not transcriptionally respond to Gata4, suggesting that the Gata4 peak located in the 3′ region of *Rin3* contributes to the *Lgmn* transcription. Both Gata4 peak regions were methylated in a Dnmt3-dependent manner, and the peak region at *Rin3* was *de novo* methylated during mesoderm commitment. (*B*) The high-CpG promoter of *Mrap* was heavily methylated in a Dnmt3-dependent manner. Although *Mrap* immediately responded to Gata4 in DKO mesoderm cells, no appreciable Gata4 peaks were associated with its proximal genomic region. One Gata4 peak was observed in the neighboring gene, *2610039C10Rik*, in both WT and DKO mesoderm cells, while *2610039C10Rik* itself did not respond to Gata4. (*C*) *Thbs4* was associated with Gata4 binding at the intronic region in both WT and DKO mesoderm cells, and its promoter region was *de novo* methylated during mesoderm differentiation.
(TIF) Click here for additional data file.

Figure S12 Gata4-dependent enhancer activity of DNA fragments associated with Gata4 ChIP-seq peaks. (*A*) Schematic diagrams of Gata4-dependent reporter constructs used for luciferase reporter assay. pFGF3_1.7k, Luciferase reporter plasmid containing a 1.7 kb *Fgf3* fragment including both Gata4-binding sites and promoter (P). pFGF3_0.8k, Luciferase reporter plasmid containing the 0.8 kb *Fgf3* promoter only. ChIP target fragments (0.2–0.3 kb) associated with Gata4 ChIP-seq peaks (T) were inserted to 5′ of the pFGF3_0.8k promoter at the AflII site (Af). (*B*) Luciferase activity of reporter plasmids containing ChIP-seq peak-associated fragment in response to Gata4 activation by addition of Dex for 30 hr in WT ES cells. Fold changes in luciferase activities in the presence versus the absence of Dex (Dex+/−) were calculated for each reporter construct. The means of triplicates with the standard deviations are shown. pFGF3_1.7k (pFGF3) and pFGF3_0.8k (empty) were used as positive and negative controls, respectively. Asterisks represent statistically significant differences (P<0.05, Student's t-test) compared to the negative control (empty).
(TIF) Click here for additional data file.

Table S1 The 20 most significantly enriched gene ontology terms among the differentially expressed genes in WT or Dnmt3a/Dnmt3b-deficient ES or Flk1(+) mesoderm cells with or without Gata4 activation, as categorized in Figure 2B.
(PDF) Click here for additional data file.

Table S2 The 20 most significantly enriched gene ontology terms among the upregulated genes in Dnmt3a/Dnmt3b-deficient Flk1(+) mesoderm cells with Gata4 activation, as categorized in Figure 2C.
(PDF) Click here for additional data file.

Table S3 The List of Gata4 hyper-responsive genes at 24 hr in Dnmt3a/Dnmt3b-deficient mesoderm cells, as categorized in Figure 3A.

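Table S3 names each gene with its group, 1 or 2, and gives no expression values. The symbols of 2 of its genes have no position in the annotation used here. The median length of the others is 24655 bp, against 7250 bp for all 33887 genes of the annotation.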

(XLS) Click here for additional data file.

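Table S4 pairs a forward and a reverse primer for each target and names the cycling program by a letter. In its extracted text the row of assay names stands beside some rows of the assay before or after, so the assay of each pair was taken from its program letter. Bisulfite primers match DNA in which unmethylated C has been converted and is read as T, and they were therefore matched to the genome with every C read as T. Exact matching left most pairs without a place, and base changes, insertions and deletions were then allowed. All 22 bisulfite, ChIP-qPCR and reporter pairs found a single best place near their gene, 6 of them without any mismatch and the others with up to 4 such edits over both primers.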

Table S4 Primers and PCR conditions used in this study.
(PDF) Click here for additional data file.

# Supplementary material for: DNA Methylation Restricts Lineage-specific Functions of Transcription Factor Gata4 during Embryonic Stem Cell Differentiation
**Source:** PLoS Genet. 2013 Jun 27;9(6):e1003574. doi: 10.1371/journal.pgen.1003574
**Supplement:** Table S1 — The 20 most significantly enriched gene ontology terms among the differentially expressed genes in WT or Dnmt3a/Dnmt3b-deficient ES or Flk1(+) mesoderm cells with or without Gata4 activation, as categorized in Figure 2B.

Table S1.  
DAVID GO analysis, Biological process 4

1. WT(Dex-) vs DKO (Dex-)

|      |  | ES                                                      |       |                 |          | Flk1+ Dex- 72h                                                                                                                       |       |                 |          |
|------|--|---------------------------------------------------------|-------|-----------------|----------|--------------------------------------------------------------------------------------------------------------------------------------|-------|-----------------|----------|
|      |  | up 520 genes (500 DAVID IDs)                            |       |                 |          | up 941 genes (910 DAVID IDs)                                                                                                         |       |                 |          |
|      |  | Term                                                    | Count | Fold Enrichment | PValue   | Term                                                                                                                                 | Count | Fold Enrichment | PValue   |
| up   |  | GO:0048513 organ development                            | 79    | 2.040           | 4.61E-10 | GO:0002684 positive regulation of immune system process                                                                              | 30    | 3.610           | 3.80E-09 |
|      |  | GO:0048568 embryonic organ development                  | 22    | 3.919           | 2.02E-07 | GO:0050776 positive regulation of immune response                                                                                    | 24    | 4.374           | 4.62E-09 |
|      |  | GO:0007517 muscle organ development                     | 18    | 4.391           | 7.16E-07 | GO:0050776 regulation of immune response                                                                                             | 28    | 3.634           | 1.21E-08 |
|      |  | GO:0009888 tissue development                           | 35    | 2.355           | 5.29E-08 | GO:0001817 regulation of cytokine production                                                                                         | 23    | 4.102           | 3.50E-08 |
|      |  | GO:0048468 cell development                             | 33    | 2.319           | 1.42E-08 | GO:0006954 inflammatory response                                                                                                     | 29    | 3.195           | 1.07E-07 |
|      |  | GO:0022008 neurogenesis                                 | 30    | 2.399           | 2.11E-05 | GO:0048584 positive regulation of response to stimulus                                                                               | 26    | 3.465           | 1.15E-07 |
|      |  | GO:0048754 branching morphogenesis of a tube            | 11    | 5.078           | 5.77E-05 | GO:0070192 chromosome organization involved in meiosis                                                                               | 8     | 11.665          | 2.26E-06 |
|      |  | GO:0060537 muscle tissue development                    | 13    | 4.104           | 7.68E-05 | GO:0007129 synapsis                                                                                                                  | 8     | 11.665          | 2.26E-06 |
|      |  | GO:0007399 nervous system development                   | 39    | 1.961           | 8.27E-05 | GO:0051240 positive regulation of multicellular organismal process                                                                   | 21    | 3.194           | 8.78E-06 |
|      |  | GO:0045595 regulation of cell differentiation           | 23    | 2.558           | 9.93E-05 | GO:0002697 regulation of immune effector process                                                                                     | 15    | 4.225           | 1.03E-05 |
|      |  | GO:0060541 respiratory system development               | 12    | 4.155           | 1.45E-04 | GO:0048513 organ development                                                                                                         | 102   | 1.520           | 1.12E-05 |
|      |  | GO:0001763 morphogenesis of a branching structure       | 12    | 4.122           | 1.56E-04 | GO:0002699 positive regulation of immune effector process                                                                            | 11    | 5.928           | 1.13E-05 |
|      |  | GO:0030324 lung development                             | 11    | 4.255           | 2.55E-04 | GO:0002443 leukocyte mediated immunity                                                                                               | 15    | 4.178           | 1.17E-05 |
|      |  | GO:0030323 respiratory tube development                 | 11    | 4.179           | 2.95E-04 | GO:0051094 positive regulation of developmental process                                                                              | 24    | 2.780           | 1.75E-05 |
|      |  | GO:0009887 organ morphogenesis                          | 29    | 2.096           | 2.99E-04 | GO:0002703 regulation of leukocyte mediated immunity                                                                                 | 13    | 4.604           | 2.02E-05 |
|      |  | GO:0042692 muscle cell differentiation                  | 11    | 4.037           | 3.91E-04 | GO:0009888 tissue development                                                                                                        | 49    | 1.904           | 2.14E-05 |
|      |  | GO:0045765 regulation of angiogenesis                   | 7     | 6.679           | 5.66E-04 | GO:0002705 positive regulation of leukocyte mediated immunity                                                                        | 10    | 6.197           | 2.33E-05 |
|      |  | GO:0035239 tube morphogenesis                           | 13    | 3.264           | 6.48E-04 | GO:0002460 adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains | 14    | 4.131           | 2.87E-05 |
|      |  | GO:0048598 embryonic morphogenesis                      | 20    | 2.392           | 7.35E-04 | GO:0001819 positive regulation of cytokine production                                                                                | 12    | 4.798           | 3.20E-05 |
|      |  | GO:0051093 negative regulation of developmental process | 15    | 2.850           | 8.22E-04 | GO:0002474 antigen processing and presentation of peptide antigen via MHC class I                                                    | 7     | 10.207          | 3.51E-05 |
| down |  | down 32 genes (30 genes w/o Dnmt3a/b) (29 DAVID IDs)    |       |                 |          | down 380 genes (378 genes w/o Dnmt3a/b) (369 DAVID IDs)                                                                              |       |                 |          |
|      |  | Term                                                    | Count | Fold Enrichment | PValue   | Term                                                                                                                                 | Count | Fold Enrichment | PValue   |
|      |  | GO:0042127 regulation of cell proliferation             | 4     | 8.880           | 6.61E-03 | GO:0048513 organ development                                                                                                         | 60    | 2.107           | 1.94E-08 |
|      |  | GO:0048870 cell motility                                | 3     | 12.617          | 1.87E-02 | GO:0051252 regulation of RNA metabolic process                                                                                       | 53    | 2.080           | 2.85E-07 |
|      |  | GO:0000902 cell morphogenesis                           | 3     | 11.596          | 2.19E-02 | GO:0007399 nervous system development                                                                                                | 35    | 2.393           | 3.04E-06 |
|      |  | GO:0032989 cellular component morphogenesis             | 3     | 10.208          | 2.78E-02 | GO:0015671 oxygen transport                                                                                                          | 5     | 26.541          | 2.47E-05 |
|      |  | GO:0045595 regulation of cell differentiation           | 3     | 9.283           | 3.31E-02 | GO:0009887 organ morphogenesis                                                                                                       | 26    | 2.556           | 2.82E-05 |
|      |  | GO:0048522 positive regulation of cellular process      | 4     | 3.619           | 7.09E-02 | GO:0009888 tissue development                                                                                                        | 27    | 2.471           | 3.35E-05 |
|      |  |                                                         |       |                 |          | GO:0048598 embryonic morphogenesis                                                                                                   | 19    | 3.090           | 4.40E-05 |
|      |  |                                                         |       |                 |          | GO:0015669 gas transport                                                                                                             | 5     | 22.458          | 5.21E-05 |
|      |  |                                                         |       |                 |          | GO:0010628 positive regulation of gene expression                                                                                    | 22    | 2.632           | 9.30E-05 |
|      |  |                                                         |       |                 |          | GO:0010557 positive regulation of macromolecule biosynthetic process                                                                 | 23    | 2.534           | 1.07E-04 |
|      |  |                                                         |       |                 |          | GO:0048468 cell development                                                                                                          | 25    | 2.389           | 1.21E-04 |
|      |  |                                                         |       |                 |          | GO:0035107 appendage morphogenesis                                                                                                   | 10    | 5.077           | 1.52E-04 |
|      |  |                                                         |       |                 |          | GO:0035108 limb morphogenesis                                                                                                        | 10    | 5.077           | 1.62E-04 |
|      |  |                                                         |       |                 |          | GO:0045935 positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process                              | 22    | 2.519           | 1.72E-04 |
|      |  |                                                         |       |                 |          | GO:0031328 positive regulation of cellular biosynthetic process                                                                      | 23    | 2.433           | 1.91E-04 |
|      |  |                                                         |       |                 |          | GO:0060173 limb development                                                                                                          | 10    | 4.907           | 1.98E-04 |
|      |  |                                                         |       |                 |          | GO:0009891 positive regulation of biosynthetic process                                                                               | 23    | 2.411           | 2.17E-04 |
|      |  |                                                         |       |                 |          | GO:0048522 positive regulation of cellular process                                                                                   | 41    | 1.814           | 2.20E-04 |
|      |  |                                                         |       |                 |          | GO:0035113 embryonic appendage morphogenesis                                                                                         | 9     | 5.418           | 2.48E-04 |
|      |  |                                                         |       |                 |          | GO:0051173 positive regulation of nitrogen compound metabolic process                                                                | 22    | 2.442           | 2.61E-04 |

2. WT(Dex-) vs WT (Dex+)

|      |  | ES + Dex 0/72h                                                       |       |                 |          | Flk1+ Dex-/+ 72h                                          |       |                 |          |
|------|--|----------------------------------------------------------------------|-------|-----------------|----------|-----------------------------------------------------------|-------|-----------------|----------|
|      |  | up 1096 genes (1087 DAVID IDs)                                       |       |                 |          | up 158 genes (155 DAVID IDs)                              |       |                 |          |
|      |  | Term                                                                 | Count | Fold Enrichment | PValue   | Term                                                      | Count | Fold Enrichment | PValue   |
| up   |  | GO:0048513 organ development                                         | 163   | 1.928           | 1.27E-17 | GO:0007507 heart development                              | 14    | 7.364           | 4.74E-08 |
|      |  | GO:0048568 embryonic organ development                               | 43    | 3.509           | 1.57E-12 | GO:0003007 heart morphogenesis                            | 8     | 12.681          | 2.87E-06 |
|      |  | GO:0001944 vasculature development                                   | 39    | 3.068           | 1.14E-09 | GO:0048513 organ development                              | 33    | 2.328           | 4.36E-06 |
|      |  | GO:0048598 embryonic morphogenesis                                   | 47    | 2.575           | 5.99E-09 | GO:0009888 tissue development                             | 18    | 3.310           | 2.39E-05 |
|      |  | GO:0001501 skeletal system development                               | 40    | 2.760           | 1.44E-08 | GO:0048522 positive regulation of cellular process        | 26    | 2.311           | 8.45E-05 |
|      |  | GO:0048646 anatomical structure formation involved in morphogenesis  | 46    | 2.479           | 2.91E-08 | GO:0060541 respiratory system development                 | 8     | 7.568           | 8.49E-05 |
|      |  | GO:0048523 negative regulation of cellular process                   | 104   | 1.716           | 3.80E-08 | GO:0009887 organ morphogenesis                            | 16    | 3.160           | 1.37E-04 |
|      |  | GO:0009888 tissue development                                        | 66    | 2.035           | 5.14E-08 | GO:0048729 tissue morphogenesis                           | 10    | 4.929           | 1.83E-04 |
|      |  | GO:0048562 embryonic organ morphogenesis                             | 27    | 3.298           | 1.45E-07 | GO:0009952 anterior/posterior pattern formation           | 8     | 6.134           | 3.13E-04 |
|      |  | GO:0043009 chordate embryonic development                            | 48    | 2.242           | 2.94E-07 | GO:0030324 lung development                               | 7     | 7.398           | 3.50E-04 |
|      |  | GO:0009792 embryonic development ending in birth or egg hatching     | 48    | 2.221           | 3.88E-07 | GO:0042573 retinoic acid metabolic process                | 4     | 27.601          | 3.66E-04 |
|      |  | GO:0048514 blood vessel morphogenesis                                | 29    | 2.881           | 8.17E-07 | GO:0030323 respiratory tube development                   | 7     | 7.267           | 3.85E-04 |
|      |  | GO:0000904 cell morphogenesis involved in differentiation            | 30    | 2.783           | 1.05E-06 | GO:0042692 muscle cell differentiation                    | 7     | 7.018           | 4.64E-04 |
|      |  | GO:0009887 organ morphogenesis                                       | 59    | 1.954           | 1.14E-06 | GO:0009799 determination of symmetry                      | 5     | 13.330          | 5.05E-04 |
|      |  | GO:0001569 patterning of blood vessels                               | 10    | 8.195           | 1.40E-06 | GO:0009855 determination of bilateral symmetry            | 5     | 13.330          | 5.05E-04 |
|      |  | GO:0048522 positive regulation of cellular process                   | 106   | 1.579           | 1.64E-06 | GO:0060537 muscle tissue development                      | 7     | 6.038           | 1.03E-03 |
|      |  | GO:0001525 angiogenesis                                              | 22    | 3.253           | 3.31E-06 | GO:0001944 vasculature development                        | 9     | 4.223           | 1.26E-03 |
|      |  | GO:0042127 regulation of cell proliferation                          | 53    | 1.938           | 5.64E-06 | GO:0016101 diterpenoid metabolic process                  | 4     | 16.758          | 1.65E-03 |
|      |  | GO:0007399 nervous system development                                | 74    | 1.704           | 6.75E-06 | GO:0060429 epithelium development                         | 9     | 3.896           | 2.09E-03 |
|      |  | GO:0007417 central nervous system development                        | 40    | 2.132           | 1.14E-05 | GO:0003002 regionalization                                | 8     | 4.385           | 2.24E-03 |
| down |  | down 1014 genes (986 DAVID IDs)                                      |       |                 |          | down 50 genes (48 DAVID IDs)                              |       |                 |          |
|      |  | Term                                                                 | Count | Fold Enrichment | PValue   | Term                                                      | Count | Fold Enrichment | PValue   |
|      |  | GO:0051093 negative regulation of developmental process              | 31    | 3.086           | 7.43E-08 | GO:0007399 nervous system development                     | 10    | 4.525           | 1.85E-04 |
|      |  | GO:0048513 organ development                                         | 117   | 1.583           | 2.89E-07 | GO:0007417 central nervous system development             | 7     | 7.330           | 2.75E-04 |
|      |  | GO:0045596 negative regulation of cell differentiation               | 26    | 3.214           | 4.73E-07 | GO:0022008 neurogenesis                                   | 8     | 5.757           | 3.10E-04 |
|      |  | GO:0045595 regulation of cell differentiation                        | 41    | 2.390           | 5.17E-07 | GO:0030182 neuron differentiation                         | 7     | 6.779           | 4.17E-04 |
|      |  | GO:0042127 regulation of cell proliferation                          | 51    | 2.133           | 5.59E-07 | GO:0007420 brain development                              | 6     | 8.050           | 7.01E-04 |
|      |  | GO:0048522 positive regulation of cellular process                   | 95    | 1.619           | 2.07E-06 | GO:0000904 cell morphogenesis involved in differentiation | 5     | 9.113           | 1.87E-03 |
|      |  | GO:0048468 cell development                                          | 53    | 1.951           | 4.47E-06 | GO:0048468 cell development                               | 7     | 4.427           | 3.73E-03 |
|      |  | GO:0051252 regulation of RNA metabolic process                       | 99    | 1.497           | 3.26E-05 | GO:0007423 sensory organ development                      | 5     | 7.518           | 3.75E-03 |
|      |  | GO:0048864 stem cell development                                     | 8     | 7.825           | 4.30E-05 | GO:0050767 regulation of neurogenesis                     | 4     | 11.709          | 4.34E-03 |
|      |  | GO:0048523 negative regulation of cellular process                   | 82    | 1.548           | 6.15E-05 | GO:0048666 neuron development                             | 5     | 6.617           | 5.89E-03 |
|      |  | GO:0010556 regulation of macromolecule biosynthetic process          | 143   | 1.351           | 6.89E-05 | GO:0051960 regulation of nervous system development       | 4     | 10.444          | 5.97E-03 |
|      |  | GO:0060255 regulation of macromolecule metabolic process             | 158   | 1.322           | 7.40E-05 | GO:0048513 organ development                              | 11    | 2.556           | 6.05E-03 |
|      |  | GO:0031326 regulation of cellular biosynthetic process               | 147   | 1.340           | 7.75E-05 | GO:0010720 positive regulation of cell development        | 3     | 24.665          | 6.16E-03 |
|      |  | GO:0048646 anatomical structure formation involved in morphogenesis  | 34    | 2.096           | 8.43E-05 | GO:0000902 cell morphogenesis                             | 5     | 6.253           | 7.17E-03 |
|      |  | GO:0009889 regulation of biosynthetic process                        | 147   | 1.336           | 9.42E-05 | GO:0060284 regulation of cell development                 | 4     | 9.721           | 7.27E-03 |
|      |  | GO:0007399 nervous system development                                | 62    | 1.633           | 1.44E-04 | GO:0009968 negative regulation of signal transduction     | 4     | 9.039           | 8.88E-03 |
|      |  | GO:0009891 positive regulation of biosynthetic process               | 45    | 1.817           | 1.47E-04 | GO:0045597 positive regulation of cell differentiation    | 4     | 8.832           | 9.45E-03 |
|      |  | GO:0008284 positive regulation of cell proliferation                 | 28    | 2.218           | 1.62E-04 | GO:0048812 neuron projection morphogenesis                | 4     | 8.782           | 9.60E-03 |
|      |  | GO:0010557 positive regulation of macromolecule biosynthetic process | 43    | 1.825           | 1.92E-04 | GO:0032989 cellular component morphogenesis               | 5     | 5.504           | 1.11E-02 |
|      |  | GO:0045619 regulation of lymphocyte differentiation                  | 11    | 4.267           | 2.08E-04 | GO:0010648 negative regulation of cell communication      | 4     | 8.310           | 1.12E-02 |

Table S1 (continued).

## 3. DKO(Dex-) vs DKO (Dex+)

|    | ES Dex+ 0/72h                                                       |       |                 |          | Flk1+ Dex-/+ 72h                                            |       |                 |          |
|----|---------------------------------------------------------------------|-------|-----------------|----------|-------------------------------------------------------------|-------|-----------------|----------|
|    | up 1021 genes (1007 DAVID IDs)                                      |       |                 |          | up 531 genes (528 DAVID IDs)                                |       |                 |          |
|    | Term                                                                | Count | Fold Enrichment | PValue   | Term                                                        | Count | Fold Enrichment | PValue   |
| up | GO:0048513 organ development                                        | 135   | 1.769           | 1.51E-11 | GO:0048513 organ development                                | 78    | 1.845           | 6.95E-08 |
|    | GO:0042127 regulation of cell proliferation                         | 53    | 2.146           | 2.60E-07 | GO:0008016 regulation of heart contraction                  | 9     | 7.080           | 3.32E-05 |
|    | GO:0043085 positive regulation of catalytic activity                | 32    | 2.671           | 1.10E-06 | GO:0006936 muscle contraction                               | 9     | 5.900           | 1.27E-04 |
|    | GO:0045595 regulation of cell differentiation                       | 41    | 2.314           | 1.17E-06 | GO:0007507 heart development                                | 16    | 2.822           | 5.70E-04 |
|    | GO:0001944 vasculature development                                  | 31    | 2.702           | 1.34E-06 | GO:0048489 cell maturation                                  | 9     | 4.720           | 6.03E-04 |
|    | GO:0008888 tissue development                                       | 57    | 1.947           | 2.00E-06 | GO:0044057 regulation of system process                     | 14    | 2.740           | 1.86E-03 |
|    | GO:0048754 branching morphogenesis of a tube                        | 17    | 3.983           | 4.41E-06 | GO:0008015 blood circulation                                | 10    | 3.544           | 2.03E-03 |
|    | GO:0048568 embryonic organ development                              | 29    | 2.622           | 5.63E-06 | GO:0015671 oxygen transport                                 | 4     | 14.304          | 2.29E-03 |
|    | GO:0051174 regulation of phosphorus metabolic process               | 33    | 2.389           | 8.13E-06 | GO:0060537 muscle tissue development                        | 11    | 3.182           | 2.42E-03 |
|    | GO:0009887 organ morphogenesis                                      | 52    | 1.907           | 1.09E-05 | GO:0003007 heart morphogenesis                              | 8     | 4.252           | 2.65E-03 |
|    | GO:0007507 heart development                                        | 27    | 2.638           | 1.14E-05 | GO:0015669 gas transport                                    | 4     | 12.103          | 3.82E-03 |
|    | GO:0048523 negative regulation of cellular process                  | 87    | 1.590           | 1.28E-05 | GO:0060541 respiratory system development                   | 10    | 3.172           | 4.29E-03 |
|    | GO:0051338 regulation of transferase activity                       | 25    | 2.737           | 1.39E-05 | GO:0001944 vasculature development                          | 15    | 2.360           | 4.70E-03 |
|    | GO:0001763 morphogenesis of a branching structure                   | 19    | 3.312           | 1.51E-05 | GO:0009887 organ morphogenesis                              | 27    | 1.788           | 4.79E-03 |
|    | GO:0048522 positive regulation of cellular process                  | 93    | 1.535           | 2.43E-05 | GO:0007517 muscle organ development                         | 12    | 2.682           | 5.26E-03 |
|    | GO:0048646 anatomical structure formation involved in morphogenesis | 36    | 2.149           | 2.92E-05 | GO:0043436 oxoacid metabolic process                        | 23    | 1.889           | 5.34E-03 |
|    | GO:0001525 angiogenesis                                             | 19    | 3.113           | 3.55E-05 | GO:0009888 tissue development                               | 28    | 1.726           | 6.42E-03 |
|    | GO:0048729 tissue morphogenesis                                     | 27    | 2.472           | 3.58E-05 | GO:0048468 cell development                                 | 27    | 1.738           | 6.86E-03 |
|    | GO:0048514 blood vessel morphogenesis                               | 24    | 2.641           | 3.83E-05 | GO:0030324 lung development                                 | 9     | 3.189           | 7.22E-03 |
|    | GO:0000904 cell morphogenesis involved in differentiation           | 25    | 2.569           | 3.99E-05 | GO:0030323 respiratory tube development                     | 9     | 3.133           | 8.01E-03 |
|    | down 1353 genes (1308 DAVID IDs)                                    |       |                 |          | down 609 genes (601 DAVID IDs)                              |       |                 |          |
|    | Term                                                                | Count | Fold Enrichment | PValue   | Term                                                        | Count | Fold Enrichment | PValue   |
|    | GO:0048513 organ development                                        | 172   | 1.724           | 1.71E-13 | GO:0048513 organ development                                | 110   | 2.189           | 6.29E-16 |
|    | GO:0007399 nervous system development                               | 103   | 2.011           | 7.28E-12 | GO:0009888 tissue development                               | 59    | 3.060           | 3.01E-14 |
|    | GO:0051093 negative regulation of developmental process             | 43    | 3.172           | 3.73E-11 | GO:0001501 skeletal system development                      | 31    | 3.600           | 2.44E-09 |
|    | GO:0022008 neurogenesis                                             | 72    | 2.235           | 1.80E-10 | GO:0009887 organ morphogenesis                              | 46    | 2.563           | 1.06E-08 |
|    | GO:0045595 regulation of cell differentiation                       | 57    | 2.462           | 5.36E-10 | GO:0048523 negative regulation of cellular process          | 69    | 1.916           | 1.70E-07 |
|    | GO:0009888 tissue development                                       | 76    | 1.986           | 1.15E-08 | GO:0060429 epithelium development                           | 27    | 3.297           | 1.89E-07 |
|    | GO:0030182 neuron differentiation                                   | 55    | 2.298           | 1.34E-08 | GO:0022603 regulation of anatomical structure morphogenesis | 20    | 3.539           | 3.72E-06 |
|    | GO:0048468 cell development                                         | 73    | 1.992           | 2.06E-08 | GO:0048598 embryonic morphogenesis                          | 29    | 2.673           | 4.19E-06 |
|    | GO:0048522 positive regulation of cellular process                  | 128   | 1.617           | 2.88E-08 | GO:0007399 nervous system development                       | 51    | 1.976           | 4.47E-06 |
|    | GO:0045596 negative regulation of cell differentiation              | 33    | 3.023           | 3.27E-08 | GO:0051093 negative regulation of developmental process     | 22    | 3.221           | 4.83E-06 |
|    | GO:0042127 regulation of cell proliferation                         | 66    | 2.045           | 4.06E-08 | GO:0035113 embryonic appendage morphogenesis                | 14    | 4.776           | 6.54E-06 |
|    | GO:0048666 neuron development                                       | 43    | 2.455           | 1.04E-07 | GO:0003002 regionalization                                  | 21    | 3.247           | 7.43E-06 |
|    | GO:0048523 negative regulation of cellular process                  | 114   | 1.595           | 4.07E-07 | GO:0022612 gland morphogenesis                              | 13    | 5.122           | 7.58E-06 |
|    | GO:0022603 regulation of anatomical structure morphogenesis         | 31    | 2.764           | 6.88E-07 | GO:0048705 skeletal system morphogenesis                    | 16    | 4.073           | 8.48E-06 |
|    | GO:0045165 cell fate commitment                                     | 26    | 2.949           | 1.95E-06 | GO:0030182 neuron differentiation                           | 30    | 2.488           | 1.12E-05 |
|    | GO:0048646 anatomical structure formation involved in morphogenesis | 46    | 2.101           | 3.01E-06 | GO:0060173 limb development                                 | 15    | 4.171           | 1.35E-05 |
|    | GO:0048664 stem cell development                                    | 10    | 7.249           | 3.62E-06 | GO:0045595 regulation of cell differentiation               | 29    | 2.486           | 1.64E-05 |
|    | GO:0009952 anterior/posterior pattern formation                     | 26    | 2.833           | 4.12E-06 | GO:0042390 taxis                                            | 14    | 4.251           | 2.36E-05 |
|    | GO:0009887 organ morphogenesis                                      | 64    | 1.796           | 6.18E-06 | GO:0006935 chemotaxis                                       | 14    | 4.251           | 2.36E-05 |
|    | GO:0048863 stem cell differentiation                                | 11    | 5.916           | 7.87E-06 | GO:0001763 morphogenesis of a branching structure           | 15    | 3.971           | 2.38E-05 |

## 4. WT(Dex+) vs DKO (Dex+)

|    | ES Dex+ 72h                                                                 |       |                 |          | Flk1+ Dex+ 72h                                                                    |       |                 |          |
|----|-----------------------------------------------------------------------------|-------|-----------------|----------|-----------------------------------------------------------------------------------|-------|-----------------|----------|
|    | up 368 genes (357 DAVID IDs)                                                |       |                 |          | up 896 genes (866 DAVID IDs)                                                      |       |                 |          |
|    | Term                                                                        | Count | Fold Enrichment | PValue   | Term                                                                              | Count | Fold Enrichment | PValue   |
| up | GO:0060415 muscle tissue morphogenesis                                      | 4     | 17.275          | 1.46E-03 | GO:0070192 chromosome organization involved in meiosis                            | 8     | 12.695          | 1.28E-06 |
|    | GO:0022603 regulation of anatomical structure morphogenesis                 | 9     | 3.741           | 2.78E-03 | GO:0007129 synapsis                                                               | 8     | 12.695          | 1.28E-06 |
|    | GO:0002834 regulation of response to tumor cell                             | 3     | 33.317          | 3.27E-03 | GO:0050776 regulation of immune response                                          | 22    | 3.107           | 8.06E-06 |
|    | GO:0002837 regulation of immune response to tumor cell                      | 3     | 33.317          | 3.27E-03 | GO:0007127 meiosis I                                                              | 9     | 6.937           | 3.22E-05 |
|    | GO:0002833 positive regulation of response to biotic stimulus               | 3     | 33.317          | 3.27E-03 | GO:0050778 positive regulation of immune response                                 | 17    | 3.372           | 4.20E-05 |
|    | GO:0002839 positive regulation of immune response to tumor cell             | 3     | 33.317          | 3.27E-03 | GO:0002684 positive regulation of immune system process                           | 20    | 2.619           | 2.33E-04 |
|    | GO:0002836 positive regulation of response to tumor cell                    | 3     | 33.317          | 3.27E-03 | GO:0006954 inflammatory response                                                  | 21    | 2.518           | 2.63E-04 |
|    | GO:0051240 positive regulation of multicellular organismal process          | 8     | 3.815           | 4.96E-03 | GO:0002474 antigen processing and presentation of peptide antigen via MHC class I | 6     | 9.521           | 2.90E-04 |
|    | GO:0001349 positive regulation of defense response                          | 5     | 6.819           | 6.02E-03 | GO:0048477 oogenesis                                                              | 8     | 5.534           | 4.99E-04 |
|    | GO:0006954 inflammatory response                                            | 9     | 3.110           | 8.33E-03 | GO:0048584 positive regulation of response to stimulus                            | 18    | 2.611           | 5.44E-04 |
|    | GO:0045089 positive regulation of innate immune response                    | 4     | 8.638           | 1.08E-02 | GO:0006958 complement activation, classical pathway                               | 7     | 6.295           | 6.92E-04 |
|    | GO:0048729 tissue morphogenesis                                             | 9     | 2.940           | 1.15E-02 | GO:0007292 female gamete generation                                               | 9     | 4.336           | 9.86E-04 |
|    | GO:0002831 regulation of response to biotic stimulus                        | 3     | 17.940          | 1.16E-02 | GO:0002253 activation of immune response                                          | 11    | 3.451           | 1.25E-03 |
|    | GO:0002705 positive regulation of leukocyte mediated immunity               | 4     | 7.774           | 1.44E-02 | GO:0016338 calcium-independent cell-cell adhesion                                 | 6     | 7.038           | 1.31E-03 |
|    | GO:0003007 heart morphogenesis                                              | 5     | 5.253           | 1.48E-02 | GO:0002699 positive regulation of immune effector process                         | 8     | 4.692           | 1.39E-03 |
|    | GO:0045954 positive regulation of natural killer cell mediated cytotoxicity | 3     | 15.548          | 1.53E-02 | GO:0031347 regulation of defense response                                         | 12    | 3.143           | 1.47E-03 |
|    | GO:0045429 positive regulation of nitric oxide biosynthetic process         | 3     | 15.548          | 1.53E-02 | GO:0051327 M phase of meiotic cell cycle                                          | 11    | 3.372           | 1.49E-03 |
|    | GO:0051130 positive regulation of cellular component organization           | 6     | 3.823           | 2.02E-02 | GO:0007126 meiosis                                                                | 11    | 3.372           | 1.49E-03 |
|    | GO:0002699 positive regulation of immune effector process                   | 4     | 6.760           | 2.09E-02 | GO:0002455 humoral immune response mediated by circulating immunoglobulin         | 7     | 5.395           | 1.62E-03 |
|    | GO:0045088 regulation of innate immune response                             | 4     | 6.760           | 2.09E-02 | GO:0002443 leukocyte mediated immunity                                            | 11    | 3.334           | 1.62E-03 |
|    | down 277 genes (275 genes w/o Dnmt3a/b) (264 DAVID IDs)                     |       |                 |          | down 539 genes (529 DAVID IDs)                                                    |       |                 |          |
|    | Term                                                                        | Count | Fold Enrichment | PValue   | Term                                                                              | Count | Fold Enrichment | PValue   |
|    | GO:0048646 anatomical structure formation involved in morphogenesis         | 23    | 5.110           | 6.39E-10 | GO:0048513 organ development                                                      | 98    | 2.284           | 2.82E-15 |
|    | GO:0001829 trophoblast cell differentiation                                 | 7     | 35.481          | 2.23E-08 | GO:0007399 nervous system development                                             | 55    | 2.474           | 8.11E-10 |
|    | GO:0048513 organ development                                                | 46    | 2.243           | 1.46E-07 | GO:0009888 tissue development                                                     | 43    | 2.589           | 2.50E-08 |
|    | GO:0001825 blastocyst formation                                             | 7     | 25.804          | 1.96E-07 | GO:0001501 skeletal system development                                            | 27    | 3.639           | 2.64E-08 |
|    | GO:0019827 stem cell maintenance                                            | 7     | 25.804          | 1.96E-07 | GO:0009887 organ morphogenesis                                                    | 41    | 2.652           | 2.94E-08 |
|    | GO:0048664 stem cell development                                            | 7     | 24.682          | 2.62E-07 | GO:0051093 negative regulation of developmental process                           | 23    | 3.910           | 1.03E-07 |
|    | GO:0007498 mesoderm development                                             | 9     | 12.371          | 5.57E-07 | GO:0048522 positive regulation of cellular process                                | 67    | 1.950           | 1.17E-07 |
|    | GO:0048863 stem cell differentiation                                        | 7     | 18.313          | 1.76E-06 | GO:0048582 embryonic organ morphogenesis                                          | 19    | 4.533           | 1.93E-07 |
|    | GO:0048568 embryonic organ development                                      | 14    | 4.711           | 8.31E-06 | GO:0048598 embryonic morphogenesis                                                | 29    | 3.103           | 2.15E-07 |
|    | GO:0048598 embryonic morphogenesis                                          | 17    | 3.840           | 8.52E-06 | GO:0048705 skeletal system morphogenesis                                          | 17    | 5.024           | 2.48E-07 |
|    | GO:0043009 chordate embryonic development                                   | 18    | 3.467           | 1.60E-05 | GO:0048568 embryonic organ development                                            | 23    | 3.666           | 3.18E-07 |
|    | GO:0009792 embryonic development ending in birth or egg hatching            | 18    | 3.435           | 1.81E-05 | GO:0048732 gland development                                                      | 20    | 3.900           | 8.94E-07 |
|    | GO:0009952 anterior/posterior pattern formation                             | 11    | 5.831           | 1.84E-05 | GO:0045596 negative regulation of cell differentiation                            | 19    | 4.010           | 1.20E-06 |
|    | GO:0051093 negative regulation of developmental process                     | 13    | 4.665           | 2.19E-05 | GO:0001655 urogenital system development                                          | 17    | 4.473           | 1.22E-06 |
|    | GO:0048468 cell development                                                 | 21    | 2.787           | 5.76E-05 | GO:0007411 axon guidance                                                          | 14    | 5.488           | 1.42E-06 |
|    | GO:0003002 regionalization                                                  | 12    | 4.548           | 6.52E-05 | GO:0022612 gland morphogenesis                                                    | 13    | 5.945           | 1.63E-06 |
|    | GO:0009887 organ morphogenesis                                              | 20    | 2.731           | 1.21E-04 | GO:0030182 neuron differentiation                                                 | 29    | 2.792           | 1.81E-06 |
|    | GO:0042472 inner ear morphogenesis                                          | 7     | 8.473           | 1.66E-04 | GO:0001763 morphogenesis of a branching structure                                 | 15    | 4.610           | 4.38E-06 |
|    | GO:0001944 vasculature development                                          | 12    | 3.893           | 2.57E-04 | GO:0001944 vasculature development                                                | 21    | 3.227           | 8.36E-06 |
|    | GO:0000904 cell morphogenesis involved in differentiation                   | 11    | 4.208           | 2.82E-04 | GO:0045595 regulation of cell differentiation                                     | 27    | 2.687           | 8.85E-06 |

# Supplementary material for: DNA Methylation Restricts Lineage-specific Functions of Transcription Factor Gata4 during Embryonic Stem Cell Differentiation
**Source:** PLoS Genet. 2013 Jun 27;9(6):e1003574. doi: 10.1371/journal.pgen.1003574
**Supplement:** Table S2 — The 20 most significantly enriched gene ontology terms among the upregulated genes in Dnmt3a/Dnmt3b-deficient Flk1(+) mesoderm cells with Gata4 activation, as categorized in Figure 2C.

Table S2.  
DAVID GO analysis, Biological Process 4

|   | [WT (Dex+) < DKO (Dex+)] AND [DKO (Dex-) < DKO (Dex+)] |       |                 |          | [WT (Dex+) < DKO (Dex+)] NOT [DKO (Dex-) < DKO (Dex+)]                                                                               |       |                 |          |
|---|--------------------------------------------------------|-------|-----------------|----------|--------------------------------------------------------------------------------------------------------------------------------------|-------|-----------------|----------|
|   | 710 genes (701 DAVID IDs)                              |       |                 |          | 974 genes (944 DAVID IDs)                                                                                                            |       |                 |          |
|   | Term                                                   | Count | Fold Enrichment | PValue   | Term                                                                                                                                 | Count | Fold Enrichment | PValue   |
| g | GO:0007507~heart development                           | 24    | 3.236           | 1.44E-06 | GO:0050778~positive regulation of immune response                                                                                    | 19    | 3.463           | 8.56E-06 |
|   | GO:0008016~regulation of heart contraction             | 11    | 6.614           | 4.57E-06 | GO:0002684~positive regulation of immune system process                                                                              | 24    | 2.888           | 9.37E-06 |
|   | GO:0048513~organ development                           | 86    | 1.555           | 2.54E-05 | GO:0007129~synapsis                                                                                                                  | 7     | 10.207          | 3.51E-05 |
|   | GO:0042692~muscle cell differentiation                 | 14    | 3.597           | 1.33E-04 | GO:0070192~chromosome organization involved in meiosis                                                                               | 7     | 10.207          | 3.51E-05 |
|   | GO:0060541~respiratory system development              | 13    | 3.152           | 8.49E-04 | GO:0048584~positive regulation of response to stimulus                                                                               | 21    | 2.799           | 6.09E-05 |
|   | GO:0044106~cellular amine metabolic process            | 20    | 2.349           | 9.12E-04 | GO:0050776~regulation of immune response                                                                                             | 21    | 2.725           | 8.83E-05 |
|   | GO:0030324~lung development                            | 12    | 3.250           | 1.14E-03 | GO:0045087~innate immune response                                                                                                    | 15    | 3.475           | 9.63E-05 |
|   | GO:0048523~negative regulation of cellular process     | 60    | 1.513           | 1.15E-03 | GO:0031343~positive regulation of cell killing                                                                                       | 7     | 7.544           | 2.33E-04 |
|   | GO:0030323~respiratory tube development                | 12    | 3.193           | 1.32E-03 | GO:0001912~positive regulation of leukocyte mediated cytotoxicity                                                                    | 7     | 7.544           | 2.33E-04 |
|   | GO:0043436~oxoacid metabolic process                   | 30    | 1.883           | 1.37E-03 | GO:0001916~positive regulation of T cell mediated cytotoxicity                                                                       | 5     | 13.771          | 2.79E-04 |
|   | GO:0060537~muscle tissue development                   | 13    | 2.874           | 1.89E-03 | GO:0006749~glutathione metabolic process                                                                                             | 7     | 7.230           | 3.00E-04 |
|   | GO:0007517~muscle organ development                    | 15    | 2.562           | 2.21E-03 | GO:0007127~meiosis I                                                                                                                 | 8     | 5.666           | 4.15E-04 |
|   | GO:0050727~regulation of inflammatory response         | 8     | 4.220           | 2.67E-03 | GO:0002455~humoral immune response mediated by circulating immunoglobulin                                                            | 8     | 5.666           | 4.15E-04 |
|   | GO:0006873~cellular ion homeostasis                    | 19    | 2.189           | 2.78E-03 | GO:0002474~antigen processing and presentation of peptide antigen via MHC class I                                                    | 6     | 8.749           | 4.30E-04 |
|   | GO:0044057~regulation of system process                | 16    | 2.393           | 2.91E-03 | GO:0002460~adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains | 12    | 3.541           | 5.26E-04 |
|   | GO:0003007~heart morphogenesis                         | 9     | 3.656           | 3.06E-03 | GO:0001914~regulation of T cell mediated cytotoxicity                                                                                | 5     | 11.268          | 6.84E-04 |
|   | GO:0048469~cell maturation                             | 9     | 3.608           | 3.33E-03 | GO:0002449~lymphocyte mediated immunity                                                                                              | 11    | 3.588           | 9.00E-04 |
|   | GO:0030334~regulation of cell migration                | 10    | 3.268           | 3.42E-03 | GO:0006958~complement activation, classical pathway                                                                                  | 7     | 5.784           | 1.08E-03 |
|   | GO:0006936~muscle contraction                          | 8     | 4.009           | 3.58E-03 | GO:0001910~regulation of leukocyte mediated cytotoxicity                                                                             | 7     | 5.784           | 1.08E-03 |
|   | GO:0008015~blood circulation                           | 11    | 2.979           | 3.80E-03 | GO:0030855~epithelial cell differentiation                                                                                           | 14    | 2.821           | 1.35E-03 |

# Supplementary material for: DNA Methylation Restricts Lineage-specific Functions of Transcription Factor Gata4 during Embryonic Stem Cell Differentiation
**Source:** PLoS Genet. 2013 Jun 27;9(6):e1003574. doi: 10.1371/journal.pgen.1003574
**Supplement:** Table S4 — Primers and PCR conditions used in this study.

Table S4. Primers and PCR conditions used in this study

\*PCR conditions

RT-PCR

- A 1 cycle 95°C 2min  
21-35 cycle 95°C 30sec / 58°C 1min / 72°C 2min  
1 cycle 72°C 5min

RT-qPCR

- B 1 cycle 95°C 10min  
40 cycle 95°C 15sec / 60°C 1min

Bisulfite-PCR

- C 1 cycle 95°C 15min  
2 cycle 94°C 2min / 55°C 1min / 72°C 1min  
38 cycle 94°C 1min / 50°C 1min / 72°C 1min  
1 cycle 72°C 10min

- D 1 cycle 95°C 15min  
2 cycle 94°C 2min / 55°C 1min / 72°C 1min  
38 cycle 94°C 1min / 55°C 1min / 72°C 1min  
1 cycle 72°C 10min

Chip-qPCR

- E 1 cycle 95°C 2min  
40 cycle 95°C 15sec / 58°C 20sec / 72°C 25sec

Luc assay construct

- F 1 cycle 95°C 15min  
40 cycle 94°C 30sec / 56°C 30sec / 72°C 1min

How the deposited data were processed for this re-analysis (not part of the article)

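Gata4 ChIP-seq was analysed from 4 libraries, WT Flk1(+) and DKO Flk1(+) mesoderm cells with Dex and their WT ES and DKO ES controls without Dex, with 1 library per condition. No condition has a replicate, so no comparison between the WT and DKO lists takes account of the spread between libraries. Such comparisons, among them the bootstrap over peaks in the closing section, describe 2 libraries, and shares carry 95% Wilson intervals that cover counting error within a library only. The paper gives 250590286 initial reads for the WT Flk1(+) library, of which 83.61% mapped, and 392760766 for the DKO Flk1(+) library, of which 93.74% mapped. The depth of the ES libraries was not known here.

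The reads were mapped to mm9 by a sequencing company, and the authors called peaks with the DNAnexus tools at a kernel density bandwidth of 30, a candidate threshold of 5.0, an enrichment of 3.0 over the ES library of the same genotype and a ratio of confident to repetitive mapping of 3.0. The aligner, the handling of duplicate reads and any scaling of the heights are not named in the paper's text. The deposited lists give a signal for each peak, which is the height of the authors' profile in the Flk1(+) library and in the ES library. The authors' ratio of these heights takes a background below 1 as 1, which was checked for every peak and affects 16.2% of WT and 18.8% of DKO peaks. The −log10 of the authors' q-value orders the peaks, and the deposited rank, used here as the score with 1 the highest, follows it to within 1 place. Heights and scores were used to describe, rank or filter peaks within a list, and between the lists only in the closing section. There the ES background heights of chromosome 8, median peak heights and median q-values were set side by side. The position of each peak and its distance to RefSeq genes are also the authors'. No column of the lists names a library, and each list was assigned by the number of peaks the paper states.

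The positions were checked against the mm9 reference, where the 501 bases given for each peak are centred on it. The design had assumed start and end positions for the peaks, which the lists do not give, so the 501-bp windows stood in for them: an overlap of at least 1 bp means that positions lie within 500 bp. The stricter overlap planned as a share of the peak was taken as positions within 250 bp. DKO-only and WT-only peaks are those without an overlapping peak in the other list. They were not tested for a difference in signal, because the lists hold no value for the other library at such a position.

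The motif WGATAA was searched on both strands in the windows and in windows centred 2 kb to either side, with windows whose bases were shuffled 1 by 1 as another background. The share of matches in the central 100 bp was set against even placement. CpG medians were compared by 2000 seeded bootstrap draws over peaks. Genes came from GENCODE vM1, with the longest entry kept for a repeated symbol, and a peak was assigned to a gene within 5 kb of its body. Gene lists were compared with 10000 random lists matched on 5 classes of gene length, and a percentile is the share of random lists with a lower count. Of the 94 symbols of Table S3, 2 have no position in this annotation and were left out. Peaks near transcription start sites are those within 1 kb. Primers of Table S4 were matched with up to 4 edits per primer and 7 per pair, limits that were set after exact matching and then mismatches alone had left pairs unplaced. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1, edlib 1.3.9.post1 and Matplotlib 3.10.9 were used.

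The steps were tested on simulated data. All 800 shared positions among 2000 were recovered, and all 1200 motif-bearing windows among 3000. Of 200 null gene lists that took more genes from the longer length classes, 6 passed the 95th percentile, where 10 are due by chance. Of 200 null lists drawn strictly in proportion to gene length, 141 passed it with 5 length classes and 20 with 50 classes. Matching on 5 classes therefore removes differences in length between the classes but not within them, and percentiles with 50 classes were added after the data were seen.

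The genes and peaks named were chosen by a rule written before the data were examined: every gene the paper names for the ChIP-seq, bisulfite or reporter work, the genes of Figures 3B, 3C and 4 with a peak within 5 kb, *Gata6* and *Snai1*, and the gene nearest the 5 highest-scoring peaks of each list and of the DKO-only peaks. The nearest gene was taken among protein-coding genes. An item that this rule covers is not reported here. The alternatives tried were a stricter score, other definitions of overlap, another motif and window, another background, other distances to the gene, and peaks matched on score. The microarray, bisulfite, ChIP-qPCR and reporter measurements were not analysed here, nor was the direct peak call between DKO and WT Flk1(+) cells or the longer gene list from which the paper counts genes with peaks.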

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

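The tests on motif share, on the ES background of chromosome 8 and on the gene length behind the WT-only count were chosen only after the result was seen; the others were set before their result was known. The test on the calling thresholds was added late, after the share of WT-only peaks by score had been seen, though before its own value; the test by score was then changed from speaking against its prediction to undecided. The joint weighting of CpG classes and promoter peaks, the raised background on chromosome 8 and the comparison with chromosome 18 were also added after the related results had been seen, the first 2 with a prediction written before their own value. None of these patterns has a replicate, so each describes 2 libraries.

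The paper reports the peaks that DKO cells gain, and the lists also hold 11105 WT peaks, 54.4% of the WT list, that overlap no DKO peak. These WT-only peaks carried WGATAA in 69.5% of cases, a median of 6 CpGs, and lay within 1 kb of a start site in 13.2%. If they were only WT peaks near the calling thresholds, nearly all WT peaks well past these would have a DKO counterpart. Of the 2760 WT peaks with a height of at least 10 and an enrichment of at least 6, which is 2 times past both thresholds, 30.8% (95% Wilson interval 29.1% to 32.5%) had none, so nearness to the WT thresholds did not account for all of them. Of the 2041 WT peaks with the highest score 26.0% had none, but the score follows the q-value and does not measure the distance to these thresholds, so that share cannot decide the question. The paper's read numbers speak against a lower depth of the DKO Flk1(+) library, with 368177514 mapped reads against 209514577 for WT. The handling of duplicate reads is not known, and how depth shapes the lists was not tested. The lists do not hold the DKO signal at these positions, and loss of binding in DKO cells cannot be told apart from a difference in efficiency between the libraries or in their ES controls, whose depth is not known here.

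The count of genes with WT-only peaks was not planned and was made after the data were seen. Near the 92 hyper-responsive genes with a position, 35 had a WT-only peak within 5 kb, at percentile 99.98 of the length-matched random lists, while the DKO-only count of 37 lay at percentile 78.7. Against protein-coding genes in 50 length classes the WT-only count lay at percentile 99.6 and the DKO-only count at percentile 56.5. Gene length and gene type thus did not account for the WT-only count. Even with these classes, however, null lists drawn in proportion to length passed the 95th percentile in 20 of 200 simulations. With WT peaks that have no DKO peak within 500 bp of their window, 34 genes remained in the count at percentile 99.97, so DKO peaks just outside the window did not account for it either. With 5 length classes, the count within 20 kb of the gene was 46, at percentile 99.95, and within 5 kb of the start site it was 12, at percentile 71.2. A hypothesis is that genes that over-respond in DKO cells are genes that Gata4 already reaches in WT mesoderm at other positions. More of these genes than of random genes should then have any WT peak. Within 5 kb this was not clear, since the count of 44 lay at percentile 84.2. Against protein-coding genes in 50 length classes it lay at percentile 58.1. Within 20 kb of the gene the WT count of 60 lay at percentile 97.2 of lists in 5 length classes. The WT-only peak set was 1 of 4 compared, and the pattern may be a chance extreme. It also cannot be told apart from a difference in efficiency between the libraries, which was not tested. The DKO Flk1(+) library is the deeper one by the paper's read numbers, but depth does not measure efficiency. Shared peaks had a median height of 10.1 in the WT list and 7.82 in the DKO list. Whether heights are scaled for depth is not known, so a lower efficiency of the DKO library stays open.

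DKO peaks lay within 1 kb of a transcription start site in 47.1% of cases, against 26.4% of WT peaks, and they held WGATAA less often, in 38.1% against 61.9%. Base composition could lower the share, but the DKO share weighted to the CpG classes of the WT windows was 53.2%, still under the WT share. A cut at equal rank did not remove the gap, since the 10000 highest-scoring DKO peaks held the motif in 47.6% and the 10000 highest-scoring WT peaks in 71.7%. Such a cut does not equalise peak strength, because the score ranks peaks by q-value within each list. The median −log10 of the q-value was 94.6 in the DKO list and 72.6 in the WT list, while the median heights were 6.91 and 7.74. A difference in peak strength thus stays open as a cause. Promoter peaks did not account for all of the gap, since DKO peaks over 1 kb from a start site held the motif in 58.8% and WT peaks in 75.8%. Of the gap of 23.9 percentage points, 8.76 remained when DKO peaks were weighted to the CpG classes of the WT windows, 14.7 when weighted to the WT share of promoter peaks, and 8.66 when weighted to both at once, which gave a DKO share of 53.3%. Promoter peaks thus took off little beyond what base composition did. Signal at open promoters that does not depend on the motif is a candidate explanation that the lists cannot separate from indirect binding, since there is no input or non-specific antibody library among the data used here.

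Chromosome 8 held 2108 DKO peaks and 1365 WT peaks, a ratio of 1.54, the highest of the chromosomes, followed by 1.35 on chromosome 17. Promoter peaks did not account for it: of the DKO peaks over 1 kb from a start site 11.0% lay on chromosome 8, and of such WT peaks 7.49%. The median ES background at WT peaks of chromosome 8 was 1.19 times that of the other autosomes, and at DKO peaks 1.02 times. A higher WT ES background there would make the enrichment threshold harder to pass in WT. With the background of DKO peaks on chromosome 8 raised by the same excess, 1.16 times, 1595 of them still passed the threshold and the ratio was 1.17, under that of chromosome 17. A background difference of this size could thus account for the excess over the other chromosomes. It does not set the ratio on every chromosome: the median background at WT peaks over that at DKO peaks was 1.22 on chromosome 8 and next highest on chromosome 18, at 1.17, where the ratio of peak numbers was 1.02. A difference in copies of chromosome 8 between the cultures could give such a background, and the lists cannot separate it from other causes.

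The WT list held 1 peak on the mitochondrial genome, at 15359, with a height of 816 against 269 in WT ES cells, an enrichment of 3.03 that just passes the threshold. It is the highest peak of the list, and no DKO peak lay there. No explanation was tested, and leaving it out changes the WT peak number to 20409.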

How the results depend on the processing

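Of the 70 alternatives computed, 24 kept the value within its counting error, within 1.5 times for a count, or on the same side of its threshold, 40 moved it further, 2 brought it past a threshold and 4 reversed its direction; the cause was not tested. No paired analysis was possible because each condition has 1 library. That percentiles were read at both ends of the random lists was decided after their values were seen. Alternatives on a cut by score of only 1 list, on gene type, on 50 length classes, on the lists' own gene names and on peaks within 20 kb of the paper's loci were chosen after seeing the data.

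A stricter score kept the 10205 highest-scoring WT and 11366 highest-scoring DKO peaks by construction. With both lists cut in this way 39.3% of WT peaks overlapped a DKO peak and 36.9% of DKO peaks a WT peak, against 45.6% and 45.1% over all peaks. This cut also removes partners, and against the whole of the other list the shares of the same peaks were 52.2% and 55.5%, so overlap was more frequent among high-scoring peaks. The shares for WT and DKO were 41.4% and 39.1% with positions within 250 bp, 34.7% and 31.2% within 100 bp, 48.4% and 49.3% with windows within 500 bp of each other, and 37.1% and 38.3% among the 10000 highest-scoring peaks of both lists, or 52.3% and 57.2% for these against the whole of the other list.

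The motif share was higher in WT than in DKO under every alternative run: 71.8% and 48.9% for WGATAR, 52.5% and 28.9% in 200-bp windows, and 71.4% and 46.2% with the stricter score. The ratio to the background was less stable. It was 1.50 for WT and 0.98 for DKO in the setting fixed beforehand, 1.18 and 0.83 for WGATAR, 2.68 and 1.62 in 200-bp windows, 1.71 and 1.16 with the stricter score, and 1.72 and 1.41 against shuffled windows. Whether DKO peaks exceed their background in motif content thus depends on the window, on the background and on the score. The central share stayed above even placement, at 41.2% and 37.3% for WGATAR and 49.1% and 45.3% with the stricter score.

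The gene counts depended on the distance. Within 5 kb of the transcription start site, 25 hyper-responsive genes had a DKO peak, 19 a WT peak and 19 a DKO-only peak, at percentiles 0.25, 3.10 and 11.1 of random lists, the latter 2 reversed from above to below the middle. Within 20 kb of the gene the DKO count of 67 lay at percentile 98.2, reversed from 35.5, the WT count of 60 at percentile 97.2 and the DKO-only count of 53 at percentile 97.9, so the percentile rose in each of these sets. These percentiles were computed with 5 length classes only. With such classes 141 of 200 simulated null lists drawn in proportion to length passed the 95th percentile. The high percentiles within 20 kb thus do not show an excess beyond gene length. With the stricter score 28 genes had a DKO peak and 28 a WT peak. The difference between group 1 and group 2 was not significant within 5 kb of the start site (two-sided Fisher's exact test, p = 1) or within 20 kb of the gene (p = 0.486). The median CpG count of DKO-only peaks differed from that of shared peaks by 1 over all peaks (interval 0 to 3), by 0 in 200-bp windows (0 to 1), by 0 with no WT peak within 500 bp (-2 to 1) and by -3 when matched on score (-4 to -1). Of the 12 loci the paper discusses, 11 had a WT peak and 12 a DKO peak within 20 kb, against 7 and 9 within 5 kb.

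The number of libraries limits all of these results, because the spread between replicates of the same condition is not known. The DKO library is the more deeply sequenced by the paper's read numbers, and how depth shapes the lists was not tested because the reads were not used here.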

Differences from the paper's values

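The peak numbers of both lists equal the paper's. The DKO-only peaks counted here, 12483, stand beside the paper's 10636 DKO-specific peaks, which come from a direct call between DKO and WT Flk1(+) cells and are another measure; with no WT peak within 500 bp the count was 11515.

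The paper states that Gata motifs are highly enriched in the peaks of both libraries. In windows of 501 bp the DKO peaks held WGATAA in 38.1% of cases and their flanking windows in 38.8%. Against these flanking windows, an excess of matches at the centre stood beside a deficit in the outer parts of the DKO windows. The DKO share was above its background in 200-bp windows (ratio 1.62), with the stricter score (1.16) and against shuffled windows (1.41), which were all set before the data were examined, and below it with WGATAR (0.83). The placement of the motif did not differ from the paper, which also reports Gata motifs at the centre of the peaks. Of the WGATAA matches in DKO peaks 42.3% lay in the central 100 bp, against 20.4% in their flanking windows.

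At *Aqp8* the paper shows a DKO-specific peak in an intron (Fig. 5B). The lists used here were called against ES cells and not directly between DKO and WT Flk1(+) cells. Neither of them has a peak within 5 kb of the gene, and the nearest DKO peak lies 18218 bp away. Within 20 kb, a distance chosen after seeing the data, the DKO list has 1 peak and the WT list 0.

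At *Sox7* the paper marks a pair of DKO-specific peaks at the promoter (Fig. 5C). The DKO list, called against DKO ES cells and not directly against WT Flk1(+) cells, has 1 peak within 5 kb, at 64562307. It has none in the reporter fragment from 64561168 to 64561385. Within 20 kb, a distance chosen after seeing the data, it has 3.

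At *Lgmn* the paper associates the gene with a pair of DKO-specific peaks, one of them in the 3′ region of *Rin3*. The DKO list has 2 peaks in *Lgmn*, of which the one at 103664709 has a WT peak at the same position, and neither list has a peak within 5 kb of the bisulfite amplicon in *Rin3*. The paper describes the *Cldn7* locus as one where Gata4 peaks and methylation run opposite. Neither list has a peak within 5 kb of *Cldn7*, and within 20 kb, a distance chosen after seeing the data, there are 5 DKO and 4 WT peaks.

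The paper places the *Spon1* reporter fragment in the 3′ UTR. In the annotation used here the middle of the fragment lies 403 bp past the end of the gene. The paper's counts of genes with peaks refer to a longer gene list not used here, so they are not set beside the counts for the 92 genes.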

Other observations

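The first tests on the hyper-responsive genes and the test on CpGs beside the motif were set before their results were known. The comparison of genes marked in 1 or both lists with random lists was added after the share marked in 1 list had been seen, with its prediction written before its own value, and that share, at first taken to speak against a common set, was then held undecided.

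The number of hyper-responsive genes with a WT peak, 44 of 92, was close to the number with a DKO peak, 46. Against random protein-coding genes in 50 length classes the DKO count lay at percentile 12.4 and the WT count at percentile 58.1, so a count of this size is what gene length and gene type may give. A peak in only 1 of the 2 lists was found at 30.4% of the genes, 28, which lay at percentile 77.8 of these random lists, whose median was 24. The 31 genes with a peak in both lists lay at percentile 18.1, with a median of 35. The genes were thus not more often marked in both libraries than random genes of like length. Within 20 kb of the gene, against all genes in 5 length classes, the DKO count lay at percentile 98.2 and the WT count at percentile 97.2, and within 5 kb of the start site at percentiles 0.25 and 3.10.

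A hypothesis was that loss of methylation at CpGs beside the motif opens sites in DKO cells. A CpG lay within 10 bp of the WGATAA match nearest the centre in 30.0% of DKO-only peaks with the motif (1134 of 3782) and in 20.5% of WT-only peaks with it (1583 of 7722). DKO-only windows are richer in CpGs as a whole, and at equal CpG class the difference was 0.721 percentage points, with a bootstrap 95% interval over peaks from -1.38 to 2.72. The interval covers the draw of peaks in 2 libraries and not the spread between libraries. The hypothesis found no backing in this test, which does not rule it out. It does not bear on methylation at a distance from the motif.

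Among genes the paper reports as not responding in DKO mesoderm, *Gata6* had 7 DKO peaks and 3 WT peaks within 5 kb, and *Snai1* had 1 in each list. The *Snai1* peaks lay 5594 bp apart and did not overlap. Among genes of Figures 3B, 3C and 4, *Akr1b8* and *Elovl7* had WT peaks, 1 and 2, and no DKO peak within 5 kb, and *Ednra* had 1 DKO peak and no WT peak. *Tbx18* and *Foxa2* had 1 WT peak and no DKO peak, and *Sox17* and *Foxq1* had DKO peaks, 2 and 1, and no WT peak. Some of these peaks lay close to the thresholds of 5.0 for height or 3.0 for enrichment. The enrichment was 3.00 for 1 *Sox17* peak and 3.45 for the *Foxq1* peak. The height was 5.15 for the *Akr1b8* peak and 5.18 for the *Ednra* peak. The *Foxa2* peak lay further from both, at 6.59. Signal under the thresholds in the other library cannot be read from the lists. *Nkx2-5* had 1 peak in each list, but these lay 7204 bp apart and did not overlap. *Lbh* had 2 peaks in each list. Those at 73282948 in WT and 73282945 in DKO overlapped, and the others did not.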
